# Highly condensed chromatins are formed adjacent to subtelomeric and decondensed silent chromatin in fission yeast

**DOI:** 10.1038/ncomms8753

**Published:** 2015-07-24

**Authors:** Atsushi Matsuda, Yuji Chikashige, Da-Qiao Ding, Chizuru Ohtsuki, Chie Mori, Haruhiko Asakawa, Hiroshi Kimura, Tokuko Haraguchi, Yasushi Hiraoka

## Abstract

It is generally believed that silent chromatin is condensed and transcriptionally active chromatin is decondensed. However, little is known about the relationship between the condensation levels and gene expression. Here we report the condensation levels of interphase chromatin in the fission yeast *Schizosaccharomyces pombe* examined by super-resolution fluorescence microscopy. Unexpectedly, silent chromatin is less condensed than the euchromatin. Furthermore, the telomeric silent regions are flanked by highly condensed chromatin bodies, or ‘knobs'. Knob regions span ∼50 kb of sequence devoid of methylated histones. Knob condensation is independent of HP1 homologue Swi6 and other gene silencing factors. Disruption of methylation at lysine 36 of histone H3 (H3K36) eliminates knob formation and gene repression at the subtelomeric and adjacent knob regions. Thus, epigenetic marks at H3K36 play crucial roles in the formation of a unique chromatin structure and in gene regulation at those regions in *S. pombe*.

## Abstract (web summary)

The level of chromatin condensation and gene expression is believed to be inversely correlated. Here the authors show that the transcriptionally silent telomere regions are flanked by highly condensed chromatin, and are less condensed than euchromatin in the interphase of *Schizosaccharomyces pombe*.

The eukaryotic genome is organized into chromatin domains with distinct structure and function. ‘Euchromatin' is decondensed and capable of gene expression. In contrast, ‘heterochromatin' is condensed and often transcriptionally silent. Foreign genes inserted in the silent regions are stochastically repressed^1^,^2^.

Each chromatin domain is marked up with post-translational histone modifications and histone variants, and such variations in histones play critical roles in the transcriptional regulation of each chromatin region^1^,^2^,^3^,^4^. In general, euchromatin is rich in hyperacetylated histones and heterochromatin is rich in hypoacetylated histones. In the case of methylation, euchromatin is characterized by methylation of histone H3 at lysine 4 (H3K4me1, H3K4me2 and H3K4me3), whereas heterochromatin is characterized by di- and trimethylation of histone H3 at lysine 9 (H3K9me2 and H3K9me3) and, in higher eukaryotes, trimethylation at lysine 27 (H3K27me3). It is known that some histone methylations associate with gene structures in euchromatin—the trimethylation of histone H3 at lysine 4 (H3K4me3) associates with the promoters, while the trimethylation of histone H3 at lysine 36 (H3K36me3) associates with coding regions^4^,^5^.

Studies examining the distribution of histone modifications and DNA-binding proteins suggest that the genomes of *Drosophila* and humans can be classified into five or more distinct chromatin domains^6^,^7^. Despite having accumulated knowledge of chromatin domains at the biochemical level, we know little about the structural organization of chromatin in three-dimensional space. This is because direct observation of small chromatin structures (30–200 nm) has been hindered by the resolution limit of optical microscopes (∼250 nm).

The simple genome of the fission yeast *S. pombe* is a useful model for the study of chromatin. Its small genome (∼12.5 Mb) is organized into only three chromosomes and has a gene density of 0.4 genes per kb, and is thus mostly euchromatin. Well-defined regions of heterochromatin are only found at centromeres, telomeres and mating-type regions. *S. pombe* contains many heterochromatin factors that are conserved in higher eukaryotes, and its nucleosome contains no histone H1 and no known histone H3 variants except for the CENP-A homologue (Cnp1). This makes it one of the simplest model organisms to understand the molecular basis of heterochromatin formation. However, few structural studies have been done of chromatin in *S. pombe* due to its small nucleus (∼2 μm in diameter).

Recent advances in fluorescence microscopy set the new resolution limit beyond the diffraction limit of the light^8^, making it possible to directly observe the chromatin structure in *S. pombe*. We used three-dimensional structured illumination microscopy (3DSIM) that is capable of multicolour, 3D observation at a resolution of 120 and 300 nm in the lateral and vertical directions, respectively^9^,^10^. Here we examined the DNA concentration of chromatin domains marked by histone modifications and other factors. We found that silent chromatin regions had the least condensed chromatin in the interphase nucleus of *S. pombe*. The most condensed region was unexpectedly just next to the subtelomeric silent chromatin, and its condensation is regulated by epigenetic marks at H3K36.

## Results

### The subtelomeric silent chromatin is least condensed

Interphase nuclei in living *S. pombe* cells have almost uniform chromatin concentration levels when observed with conventional wide-field microscopy or deconvolution (Fig. 1). However, when observed with live 3DSIM, heterogeneous chromatin condensation levels were observed (Fig. 1; also see Supplementary Fig. 1 for the experimental background). We were able to reproduce this chromatin organization after chemical fixation (Fig. 1).

To analyse which genomic regions were more condensed or decondensed in the interphase nucleus, immunofluorescence of histone modifications and chromatin factors were observed with 3DSIM (Fig. 2a). The chromatin condensation level of each domain was expressed as the DNA concentration measured by 4′,6-diamidino-2-phenylindole (DAPI) staining. Although DAPI has a higher affinity for AT-rich sequences, the GC-content of the genome in *S. pombe* is relatively constant at this resolution. Thus, the immunofluorescence signal overlapping with the DAPI staining should directly reflect the DNA concentration in the target region. The overlap was determined with our original algorithm that measures the fraction of signal that co-localizes with the DAPI signal (see ‘Algorithm for the co-localization analysis' in Methods). Our algorithm allows measurements with or without thresholding. Thresholding has the advantage that it limits the co-localization analysis only to the target signal, but has the disadvantage that it relies on human interpretation of the object. This potential disadvantage is overcome by taking measurements without thresholding, though the difference among data is then modest due to the weak background signal. Here we took measurements using both methods for comparison.

The DNA concentration obtained with histone-GFP (green fluorescent protein), measured as the overlap between DAPI and GFP signals, (Fig. 2b) is assumed to represent the average DNA concentration of all nucleosomes. The DNA concentrations of the regions stained with histone modifications specific to euchromatin (H3K9Ac, H3K4me2/3 and H3K36me3) were similar to each other and to histone-GFP regions. Since the genome of *S. pombe* is mostly euchromatin, these modifications are expected to mark most regions of chromatin. The DNA concentration tended to be lower in regions that were undergoing active transcription by RNA polymerase II (RNAPII), irrespective of its phosphorylation state at the carboxyl (C)-terminal domain (Fig. 2b).

The genome of *S. pombe* has well-studied, discrete silent heterochromatic regions marked by histone H3 methylated at K9 (H3K9me). The subtelomeric and pericentromeric regions are the two largest heterochromatic regions (∼50 kb each) and are suitable for cytological analysis using 3DSIM because of their large size in *S. pombe*. Unexpectedly, known silent regions indicated by H3K9me3, as well as regions indicated by markers for the centromere (Cnp1-GFP) and the telomere (Taz1-GFP) had the lowest DNA concentration of the regions examined in this study (Fig. 2b,c). In particular, the Cnp1-GFP region is the innermost kinetochore region of the centromere (*cnt*) where foreign genes are known to be silenced^11^, but exhibited the lowest condensation level (Fig. 2b,c). Taz1 is the orthologue of TRF in mammals and recognizes telomere-associated sequences^12^. Although the length of the Taz1-binding sites could be too short to image with 3DSIM, the results showed that telomere-associated sequences were separate from any nearby condensed regions (Fig. 2c). H3K9me3 foci were found close to Cnp1- or Taz1-GFP foci, and often found in between the chromatin mass and the outside regions (Fig. 2c; see also Figs 3a, 4c and 5c). This was also the case when we used histone H3, instead of DAPI, as the chromatin marker (Fig. 2d, Supplementary Fig. 2a). The results for H3K9me2 were essentially identical to those for H3K9me3, although the antibody against H3K9me3 produced a more specific and intense signal than that against H3K9me2 (Supplementary Fig. 2b,c). In addition, the overlap with DAPI staining was similar for pericentromeric and subtelomeric H3K9me3 loci (Supplementary Fig. 2d,e). Silent regions marked by H3K9me3 (about 50 kb each) should be large enough to recognize with 3DSIM as we were able to visualize other chromatin regions of a similar size, that is, ‘knob' (see below). Decondensed silent chromatin was already predicted from reported micrococcal nuclease I (MNaseI) protection assays, where subtelomeric and pericentromeric heterochromatin regions had lower MNaseI protection than the rest of the genome^13^,^14^ (summarized in Supplementary Fig. 5; also see Fig. 7a). Also, origins of replication in pericentromeric regions and the silent mating-type locus are replicated early in S phase^15^,^16^. Furthermore, the *cnt* region of centromere is known to be modified by H3K4me3 (ref. 17). Collectively, the evidence indicates that silent regions in *S. pombe* are in fact less condensed than active regions.

### The most condensed chromatin flanks subtelomeres

A further unexpected finding was that a highly condensed chromatin body was adjacent to the subtelomeric DNA (Fig. 3a). It was close to, but did not overlap with, subtelomeric H3K9me3 foci near the Taz1-GFP foci (Fig. 3a). This body was not stained by most antibodies against common histone modifications (Fig. 3b and Supplementary Fig. 3a–d). Particularly active chromatin marks (RNAPII and H3K4me) were excluded from this region (Fig. 3b). We confirmed that this body was made of nucleosomes (Fig. 3c and Supplementary Fig. 3e). Antibody was not totally inaccessible in the chromatin body because it was stained well by anti-GFP antibody recognizing histone H2B-GFP (Supplementary Fig. 4). We named this type of chromatin body a ‘knob'.

The data presented above indicated that the knob region was close to subtelomeric H3K9me3 foci, and characterized by very low levels of H3K4me and RNAPII. We compiled the publicly available genome-wide chromatin immunoprecipitation (ChIP) and microarray data^17^,^18^,^19^,^20^ and found that such regions exist on the centromeric side of the subtelomeric regions at both ends of chromosomes 1 and 2, but not 3 (Supplementary Fig. 5). The centromeric side of subtelomeric regions was previously referred to as ‘ST-chromatin'^21^, where genes expressed in nitrogen starvation are enriched^22^ (Fig. 4a). We used *lacO* arrays inserted near the ST-chromatin and other regions in the genome, and detected the *lacO* arrays with lacI-GFP with 3DSIM (Fig. 4b,c and Supplementary Fig. 5). The *lacO* loci inserted close to the ST-chromatin regions (*sod2*, *AC1*, *AC26*, *CII-L*, *CII-R*) were found adjacent to the knob regions (Fig. 4b). However, both ends of chromosome III (*meu3*, *meu19*), centromeres (Cnp1-GFP), the silent mating-type locus (represented by *his2*) and a region of chromosome 1 (*AC24*), which shows a similar transcriptional profile to ST-chromatin^22^, were rarely found in close proximity (Fig. 4b). Furthermore, when the *lacO* array was inserted on the telomere side of the ST-chromatin (*sod2::lacO*) and on the centromere side of the ST-chromatin (*AC1::lacO*), those were found on the opposite sides of the knob relative to the telomeric H3K9me3 foci in the interphase nucleus (Fig. 4c), indicating that the knob is formed on the ST-chromatin. The same result was obtained in the meiotic ‘horsetail' nucleus, in which the chromosomes are bundled at the telomeres and aligned in the elongated horsetail-shape nucleus^23^ (Fig. 4d). Since ST-chromatin is located at both ends of chromosome 1 and 2, multiple knobs could be found in the nucleus. In fact, of the 402 wild-type nuclei examined, 196 nuclei (48.8%) contained one knob, and 19 nuclei (6.0%) contained two knobs. Since chromosome ends in *S. pombe* tend to cluster in interphase, smaller numbers of knobs are expected. These data showed that knobs were formed from ST-chromatin located at inner-subtelomeric regions of chromosome 1 and 2.

Since knob regions appeared to be clustered, we re-examined the previously reported genome-wide Hi-C results^24^. We found that telomeric regions with high physical proximity values indeed corresponded to ST-chromatin regions of chromosome 1 and 2, but not 3 (Supplementary Fig. 6). This tendency for clustering is consistent with our cytological observations and explains why only one or two knobs were observed in the nucleus.

### Knob condensation is dynamically regulated

Of the 402 wild-type nuclei examined, 182 nuclei (45.3%) contained no knobs in an asynchronous cell population. Time-lapse observation of living cells during the cell cycle showed that knobs were consistently observed in the G2 phase of the cell cycle, and disappeared at the mitotic phase (Fig. 5a). Knobs reformed some time after mitosis, and remained throughout the rest of interphase. To further examine how knob formation is controlled, we examined cells at each cell cycle stage. Cells at the M phase did not exhibit knobs, but almost all (92-100%) cells arrested at G1, S and G2 had knobs (Fig. 5b,c). These data indicate that knobs disappear in the M phase and are recreated in the subsequent interphase. It seems to take some time to form knobs during the G1 phase, but knob formation is complete if the cell cycle is arrested. For an unknown reason, a high proportion of cells arrested at the S phase had two knobs (Fig. 5b,d). Cells arrested at G1 with a temperature-sensitive cell cycle mutation *cdc10-129* showed knobs, but cells arrested at G1 with nitrogen starvation did not show distinct knobs (Fig. 5b). It is known that genes in ST-chromatin are expressed during nitrogen starvation^22^, suggesting that the gene expression may compromise knob formation. These data clearly show that the knobs are not ‘constitutive', and that their condensation is dynamically regulated by cellular conditions.

### Knob condensation is controlled by histone epigenetic marks

We examined if gene silencing factors play a role in the DNA condensation in knob regions. Genes *clr3*, *dcr1*, *clr4* and *swi6* are all required for gene silencing^25^,^26^. Mutants in which these genes were disrupted, however, showed normal knob formation (Fig. 6a,b). These data demonstrated that the most condensed DNA regions in *S. pombe* chromatin were unrelated to canonical gene silencing.

Since ST-chromatin was characterized by the absence of modifications of histone H3 tails and histone variant H2A.Z^21^ (Supplementary Fig. 5), we examined knob formation in mutants defective in epigenetic marks. H3K4 (*set1*)^27^ and H4K20 (*set9*)^28^ methyltransferase mutants showed no apparent defects in knob formation (Fig. 6a). Deposition of H2A.Z at the ST-chromatin region is controlled by *msc1* (ref. 21), but deletion of it did not impair knob formation either (Fig. 6a). In contrast, a dramatic effect was observed with deletion of the sole methyltransferase for H3K36 (*set2*)^29^, that is, knobs were rarely found in the *set2*Δ mutant (Fig. 6a,b). To examine if Set2 acts through the methylation at K36 of histone H3, we constructed strains with a single histone H3 gene with an amino-acid substitution at lysine 36 to arginine or alanine (hereafter referred to as H3K36R and H3K36A). Knob formation was also reduced in these strains (Fig. 6a). The frequency of knob formation was similar in a H3K36R and *set2*Δ double mutant strain (Fig. 6a). Since H3K36R and H3K36A also lost acetylation at this lysine residue, we examined whether acetylation at K36 is important for knob formation by substituting a glutamine (Q) residue at K36, to mimic acetylation. To our surprise, the acetylation mimic mutant, H3K36Q, showed a total loss of knob formation (Fig. 6a), suggesting that acetylation at K36 is sufficient for knob decondensation. Collectively, these data indicate that the epigenetic marks at H3K36, but none of the other histone modifications examined, play a critical role in knob formation.

The above data suggest that deacetylation of H3K36 is important for maintaining knob condensation. The histone deacetylase Rpd3 is known to interact with methylated H3K36 in *Saccharomyces cerevisiae*^30^,^31^. Because the gene encoding its orthologue, Clr6, in *S. pombe* is essential for vegetative growth, we examined the phenotype of a strain harbouring a temperature-sensitive allele, *clr6-1*, at a restrictive temperature. To produce comparable conditions, even under possible cell cycle arrest due to *clr6-1*, the cell cycle mutation *cdc10-129* was included in all strains examined. At the restrictive temperature, almost all nuclei in the control strain contained knobs, due to cell cycle arrest (Fig. 6c, see also Fig. 5). The *set2Δ* mutant showed modest knob formation under these conditions (Fig. 6c), suggesting that the condensation machinery itself remains intact in this mutant. Knob formation in the *clr6-1* mutant was reduced to a level similar to that of *set2*Δ (Fig. 6c). Surprisingly, a *set2Δ* and *clr6-1* double mutant showed a very low frequency of knob formation (Fig. 6c). Thus, in addition to methylation at H3K36 by Set2, deacetylation by Clr6 is also important for knob formation.

### Knob condensation affects subtelomeric gene silencing

Since knobs were found to be highly condensed, we considered that genes might be silenced in the knobs. Thus, we examined gene silencing at the right subtelomeric region of chromosome 1 by *ura4*^+^ gene insertion (Fig. 7a). If *ura4*^+^ is repressed, cells are able to grow in the presence of toxic analogue 5-fluoroorotic acid, but unable to grow in the absence of uracil. In the wild-type background, subtelomeric silencing was observed only in the region where H3K9 was methylated (Fig. 7b, ‘FOA' positions 1–5), but no gene silencing was observed in ST-chromatin (Fig. 7b, ‘FOA' positions 6–9). These data indicate that knob formation had little effect on the foreign gene repression.

In *swi6*Δ, although most gene silencing disappeared at the subtelomeric region, slight gene silencing remained at the boundary between ST-chromatin and silent chromatin (Fig. 7b, positions 5–6).

Surprisingly, in *set2*Δ, most subtelomeric silencing disappeared, particularly in the regions close to the ST-chromatin (Fig. 7b). Gene silencing at pericentromeric regions and silent mating-type locus was also slightly weakened in *set2*Δ (Fig. 7b), suggesting that *set2* exerts weak effects on gene silencing in general but has a stronger effect on subtelomeric regions. This is the first demonstration that *set2* is required for gene silencing.

### Gene activation is associated with knob decondensation

To examine the relationship between chromatin condensation at knob regions and gene expression in more detail, global gene expression levels in *set2*Δ and H3K36R cells were examined. 

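Total RNA of 5 strains, with 2 biological replicates each, was labelled with Cy3 and hybridised to 10 single-colour Agilent arrays, 1 array per replicate. In *set2*Δ the gene of the H3K36 methyltransferase is deleted, and in H3K36R and H3K36A the lysine that Set2 methylates is replaced by arginine or alanine. The wild-type strain 968 is the control of *set2*Δ, and both strains were on slide 1. The strain HA1050-5B is the control of H3K36R and H3K36A, and these 3 strains were on slide 2. HA1050-5B is labelled wild type, but its histone H3 genes *hht1* and *hht3* gave no signal well above background. The authors deposited the scanner output of each array, a background-subtracted and spatially detrended intensity for each spot, and a table of their normalized values per gene. From the scanner output, the median intensity over the spots of each probe was scaled on each array so that the 75th percentile over the *S. pombe* probes was 2500, as in the methods of the paper, and log2 was taken. Of 6607 gene probes, 4855 and 4789 were above the detection limit on the 2 arrays of 968 and 5014 and 5105 on those of *set2*Δ. On slide 2 the numbers were 5309 and 5250 for HA1050-5B, 5362 and 5343 for H3K36R, and 5445 and 5458 for H3K36A. No spot was saturated on any array. A gene entered a comparison when its probe was detected on both arrays of at least 1 of the strains compared, so a weak gene can enter through the mutant alone. For such a gene the control gives only an upper limit, and a ratio is then given as at least N-fold, computed against the higher of the probe's own signal and the lowest signal of a detected probe on each control array. A linear model with 1 mean per strain was fitted to all 10 arrays with limma, and p-values were adjusted by the Benjamini-Hochberg (BH) method within each comparison. The number of arrays, 2 per strain, limits the precision, and an exact permutation test of 2 against 2 arrays cannot reach 0.05. The *set2* probe (SPAC29B12.02c, chromosome 1, 5408418 to 5410814 in the annotation of the array) had a normalized signal of 1384 ± 18.4 (SD, n = 2) in 968. In *set2*Δ it was not well above background on either array, at least 10.2-fold lower. Its signal was 1117 ± 7.42 (SD, n = 2) in HA1050-5B, 1470 ± 418 in H3K36R and 1323 ± 77.4 in H3K36A.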

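Genes were grouped by the distance of their probe from the chromosome end, with 0 to 50 kb taken as subtelomere. The first positioned probe lay at 50.9 kb on chromosome 1 and at 33.2 kb on chromosome 2, and no gene within 50 kb of the left end of chromosome 1 or the right end of chromosome 2 entered a comparison, so the values below rest on the right end of chromosome 1 and the left end of chromosome 2. At the subtelomeres of chromosomes 1 and 2 the median log2 ratio to the control was 3.22 in *set2*Δ, where 14 of 14 genes tested were elevated more than 2-fold. In H3K36R it was 3.46, with 14 of 16 genes elevated, and in H3K36A it was 3.34, with 13 of 16 elevated. Against all other genes, camera of limma with its preset inter-gene correlation of 0.01 gave BH-adjusted p = 1.5e-16 for the median of 3.22, 2.8e-13 for 3.46 and 2.8e-13 for 3.34. All 3 calls held under the rotation test fry, but with the correlation estimated from the data only that of *set2*Δ did (adjusted p = 0.044, against 0.064 for both H3 mutants). With undetected signals raised to the lowest detected signal of their array, the medians were 1.79, 2.66 and 2.59. Normexp background correction moved the median of *set2*Δ most, to 0.94, and keeping only probes detected on all 10 arrays moved those of H3K36R and H3K36A most, to 1.23 and 0.83. The subtelomeres of chromosome 3 had a median log2 ratio of 0.11 over 24 genes in *set2*Δ, -0.0033 over 27 genes in H3K36R and 0.11 over 28 genes in H3K36A. There 2, 2 and 1 genes were elevated more than 2-fold, and camera gave adjusted p-values of 0.11, 0.45 and 0.29 for these medians. Fry, which tests the genes of a region without comparing them with other genes, gave adjusted p-values of 0.0014, 0.0098 and 0.020 for the same 3 medians. In the H3K36R set the median of -0.0033 and the mean of 0.061 differ in sign. The left end of chromosome 3 had a median of 0.54 over 11 genes in H3K36R, with 2 elevated more than 2-fold. The right end had -0.090 over 16 genes, with 0 elevated. In *set2*Δ the left and right ends had medians of 0.21 and 0.093, and in H3K36A 0.23 and 0.020.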

Derepression in *set2*Δ and H3K36R cells was observed specifically at the subtelomere of chromosomes 1 and 2 but not 3 (Fig. 8a). 

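Genes within 20 kb of a centromere, which was placed at the largest gap between protein-coding genes nearest its position in Fig. 8a, had small median changes. The median log2 ratio was 0.086 over 65 genes in *set2*Δ, 0.17 over 78 genes in H3K36R and 0.20 over 79 genes in H3K36A. Elevation of more than 2-fold was found for 6, 15 and 14 of these genes. The pericentromeric medians of 0.086, 0.17 and 0.20 had BH-adjusted p-values of 0.026, 0.0019 and 0.026 with camera of limma. With an estimated inter-gene correlation these were 0.17, 0.12 and 0.20, so none of the 3 calls held. With only the probes detected on all 10 arrays, the median in H3K36A was -0.013. The RNA genes inside these gaps, which were tallied only after their values were seen, changed by more than these medians. They are also counted among the genes within 20 kb, so the elevated genes given above include them. The gaps were not divided into the central region and the pericentromeric repeats. Of 30 probes there, 11 entered the comparison in H3K36R and all 11 were elevated more than 2-fold, and 10 of 11 were in H3K36A and 3 of 3 in *set2*Δ. With undetected controls at their limit, 11, 6 and 1 of these remained above 2-fold, and under normexp background correction 8, 4 and 1 did. SPNCRNA.371, a predicted centromeric RNA gene (chromosome 2, 1636393 to 1636776), had a signal of 240 ± 5.84 (SD, n = 2) in HA1050-5B and 14661 ± 1855 in H3K36R, a log2 ratio of 5.93 (standard error 0.15, adjusted p = 8.7e-08 from limma with BH adjustment, both arrays above both control arrays). In H3K36A its signal was 3405 ± 50.7, and in *set2*Δ it was 937 ± 216 against a control not well above background, at least 7.03-fold higher. Within 20 kb of the silent mating-type locus, the median log2 ratio was 0.028 over 16 genes in *set2*Δ, 0.21 over 23 genes in H3K36R and 0.10 over 22 genes in H3K36A. Of these genes, 0, 1 and 1 were elevated more than 2-fold, and camera gave adjusted p-values of 0.801, 0.0504 and 0.0510 for the 3 medians. Under fry, the medians of 0.21 and 0.10 passed the threshold (adjusted p = 0.0038 and 0.0043).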

Here again, derepression was more specific to subtelomeric regions and little elevation was found in pericentromeric regions and the silent mating-type locus (Fig. 8a). Higher-resolution inspection of the subtelomeric region (Fig. 8b) clearly showed that derepression was not only found in subtelomeric silent regions, but extended to the ST-chromatin where knobs were formed. 

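Genes between 50 and 100 kb from the ends of chromosomes 1 and 2 were taken as ST-chromatin. In *set2*Δ, 35 of 59 such genes were elevated more than 2-fold, with a median log2 ratio of 1.36. In H3K36R, 55 of 76 were elevated, with a median of 1.82, and in H3K36A 57 of 79, with a median of 1.77. Camera of limma gave BH-adjusted p = 2.3e-24 for the median of 1.36, 3.5e-27 for 1.82 and 7.9e-28 for 1.77, and each call held under fry and with an estimated correlation (adjusted p = 0.011 in each strain). With undetected signals raised to the limit of their array the medians were 1.01, 1.504 and 1.43. In *set2*Δ the median was 0.83 at the left end of chromosome 1, 1.36 at its right end, 1.73 at the left end of chromosome 2 and 2.00 at its right end. In H3K36R the same ends had medians of 1.74, 1.78, 2.61 and 1.22. From 100 to 150 kb, the medians of these 4 ends fell to between 0.24 and 0.41 in *set2*Δ and between 0.0145 and 0.73 in H3K36R. Normexp background correction lowered these medians most, to 0.69 in *set2*Δ, 0.78 in H3K36R and 0.78 in H3K36A, and boundaries at 40 and 80 kb raised them most, to 2.23, 2.30 and 1.97. The corresponding intervals of chromosome 3 had medians of 0.12, -0.11 and -0.056, and 1, 0 and 0 genes elevated more than 2-fold.

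**Figure D1:**
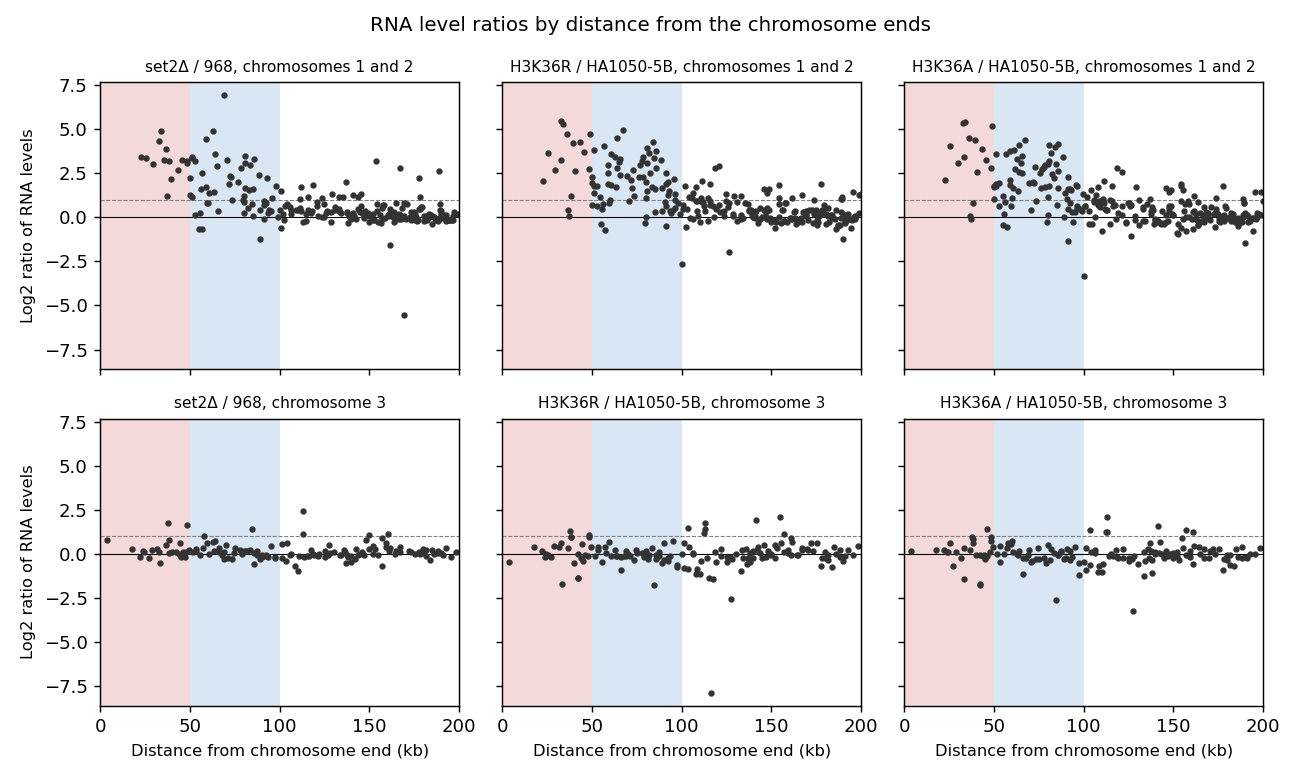
Log2 ratio of RNA levels of each tested gene (points, means of 2 replicates per strain) against the distance of its probe from the nearer chromosome end in kb, for *set2*Δ, H3K36R and H3K36A against their control strains, with chromosomes 1 and 2 in the top panels and chromosome 3 in the bottom panels. Shading marks 0 to 50 kb and 50 to 100 kb, the solid line marks equal levels and the dashed line a 2-fold increase; in the second shaded interval, 35 of 59, 55 of 76 and 57 of 79 genes of chromosomes 1 and 2 lie above the dashed line, against 1, 0 and 0 genes of chromosome 3.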

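Among the genes elevated in all 3 mutants and detected in all 5 strains, those with the largest smallest ratio included genes of the ST-chromatin of chromosome 2. The predicted L-asparaginase gene SPBPB21E7.09 (chromosome 2, 76318 to 77400) rose from 371 ± 7.02 (SD, n = 2) to 1504 ± 70.2 in *set2*Δ, a log2 ratio of 2.02 (standard error 0.068, BH-adjusted p = 2.4e-07 from limma). It rose from 449 ± 12.5 to 3561 ± 38.7 in H3K36R and to 3040 ± 201 in H3K36A, and in each mutant both arrays lay above both control arrays. The pseudogene SPBPB21E7.08 (chromosome 2, 72345 to 73390) had log2 ratios of 2.29, 2.68 and 2.84 in *set2*Δ, H3K36R and H3K36A. SPAC186.03, a second predicted L-asparaginase gene, lies in the subtelomere of chromosome 1 (5535198 to 5536280) and had log2 ratios of 2.66, 4.29 and 3.86, each with a standard error of 0.085.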

Taken together, these results demonstrate that decondensation of knobs is associated with gene activation.

Since the methylation status of H3K36 affects gene expression, it is possible that a key regulatory gene was upregulated or downregulated by loss of H3K36me, which in turn derepressed gene expression at subtelomeres and decondensed knobs. Thus, we examined the genes that showed greater than twofold elevation or repression in three strains—*set2*Δ, H3K36R and H3K36A (Supplementary Fig. 7a). 

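Of 5039 genes tested in *set2*Δ, 268 were elevated and 16 repressed more than 2-fold. In H3K36R 273 of 5395 genes were elevated and 56 repressed, and in H3K36A 270 of 5454 were elevated and 55 repressed. With a BH-adjusted p under 0.05 from limma required as well, 268, 273 and 269 genes were elevated and 16, 47 and 55 repressed. All genes elevated more than 2-fold had both mutant arrays above both control arrays. The median SD between replicates was 0.057 on the log2 scale in *set2*Δ, 0.12 in H3K36R and 0.045 in H3K36A. The control signal was not well above background for 168 of the 268 genes elevated in *set2*Δ, for 95 in H3K36R and for 112 in H3K36A. With such controls set to their limit, 188, 248 and 223 genes were still elevated more than 2-fold. Apart from other fold thresholds, normexp background correction moved the count of *set2*Δ most, to 63 elevated genes, and a filter that keeps only probes detected on all 10 arrays moved those of H3K36R and H3K36A most, to 65 and 60. A threshold of 1.5-fold gave 474, 577 and 543 elevated genes. Of 5014 genes tested in all 3 strains, 106 were elevated in all 3, and the same number met the limma threshold in each. H3K36R and H3K36A share the control HA1050-5B, and chance deviations of that control would enter both ratios. In 100 simulations of unchanged strains with this shared control, a mean of 0.02 genes and at most 1 were elevated in all 3 strains. Such simulations cannot carry a shift of weak signals common to the mutants.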

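SPCC330.03c, a gene of chromosome 3 (109871 to 110502) that lies outside the rule for named genes and was singled out after its values were seen, was the only gene below the threshold of 2-fold repression in all 3 strains. Its log2 ratio was -1.0002 in *set2*Δ, -1.17 in H3K36R and -1.06 in H3K36A (standard error 0.24; BH-adjusted p = 0.016, 0.0049 and 0.0091 from limma). The value in *set2*Δ lies at the threshold by less than its standard error. With the mean of log2 over spots in place of the median, or with the authors' normalized values, 0 genes were repressed more than 2-fold in all 3 strains. With quantile normalization 2 genes were, with no filter on detection 3, and at a threshold of 1.5-fold 8 genes were repressed in all 3.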

No genes were downregulated more than twofold in all of the three strains. 

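The 106 genes elevated in all 3 strains comprised 59 protein-coding genes (55.7%), 42 non-coding RNA genes (39.6%) and 5 pseudogenes (4.72%). Of the 5014 genes that could have passed, 92.1% were protein-coding, 7.56% non-coding RNA genes and 0.359% pseudogenes. A chi-square test on the 3 classes gave 220.2 (p = 1.5e-48), with a smallest expected count of 0.381, too low for the test to be exact. Fisher's exact test, two-sided, gave p = 5.8e-25 for the lower share of protein-coding genes, 6.9e-21 for the higher share of non-coding RNA genes and 2.6e-05 for the higher share of pseudogenes. Neighbouring genes are not independent, and genes are counted here as if they were. The background holds only genes that passed the detection filter, and a weak gene can enter it because the mutants raised it. The paper took its expectation from the array's probes, and 1513 of the 6607 gene probes are non-coding RNA. For non-coding RNA genes, Fisher's exact test gave p = 1.1e-07 with no filter on detection and 0.019 under normexp background correction. Some probes represent several gene copies. With each probe counted as often as the copy number by which the authors divided its values, a choice made after the counts were seen, 136 genes were elevated in all 3 strains, of which 85 were protein-coding, 43 non-coding RNA genes and 8 pseudogenes. With no filter on detection 145 genes were elevated in all 3 strains, and with only probes detected on all 10 arrays 23 were. Normexp background correction moved the share of the classes most, with 26 protein-coding genes, 7 non-coding RNA genes and 4 pseudogenes.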

Of the 142 genes found to be upregulated in all three strains, 89 were protein-coding genes (63%), 44 were non-coding RNA genes (31%) and 9 were pseudogenes (6%); the proportion of protein-coding genes was significantly lower and the fraction of pseudogenes was significantly higher than the expected ratio, based on random selection using a DNA microarray probe (*χ*^2^-test, *P*<0.001; see Supplementary Fig. 7b). Gene ontology (GO) analysis of the 89 protein-coding genes showed that a significantly large proportion of the genes were associated with an unknown biological process (31%) or molecular function (26%) (*χ*^2^-test, *P*<0.0002, Supplementary Fig. 7c). Of the genes that could be assigned to a known GO category, a significantly large proportion was involved in cell adhesion, transmembrane transport and metabolic processes (*χ*^2^-test, *P*<0.0002, Supplementary Table 1). We assumed that factors which may affect transcription of knob regions are localized in the nucleus. We identified 31 genes for which the ‘nucleus' is annotated as the ‘cellular component' (Supplementary Table 2). Of these 31 genes, seven were mapped to subtelomeric silent regions. If any of these genes are responsible for knob formation, knobs are expected to disappear when their transcription is elevated in gene silencing mutants (for example, *swi6*Δ); however, these mutants showed normal knob formation (see Fig. 6), indicating that these seven genes are not responsible for knob formation. Sixteen genes were mapped to knob regions. Two of them encode predicted transcription factors, but we cannot eliminate the possibility that they regulate their own transcription inside the knob. Of the eight remaining genes, only *cbf12* encodes a known transcription factor. 

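The *cbf12* probe (SPCC1223.13, chromosome 3, 1871750 to 1874641) was not well above background in either control strain. In *set2*Δ it was detected on both arrays with a signal of 173 ± 29.5 (SD, n = 2), at least 1.30-fold higher than in 968. Against the undetected control signal itself the log2 ratio was 2.08 (BH-adjusted p = 0.00039 from limma), and this p-value is not one for the bound. In H3K36R and in H3K36A it was detected on 1 of the 2 arrays, with signals of 119 ± 8.76 and 113 ± 24.3, so it did not enter these comparisons. With undetected signals raised to the limit of their array, its log2 ratio in *set2*Δ was 0.38 (adjusted p = 0.074). With no filter on detection its log2 ratio is listed as 1.12 in H3K36R (standard error 0.25, adjusted p = 0.012) and 1.02 in H3K36A (adjusted p = 0.019), against control signals that cannot be told from background.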

We examined the publicly available genome-wide transcription data for cells overproducing Cbf12 (ref. 32; GSE41730), and found that main chromosome bodies showed a higher degree of upregulation than knob regions (Supplementary Fig. 8). These data thus suggest that the loss of methylation at H3K36, rather than secondary effects of other transcriptional regulators, led to the activation of cryptic promoters in the knob regions.

## Discussion

Using super-resolution microscopy, we are now able to examine the spatial organization of the genome within the small nucleus of *S. pombe*. Our results on *S. pombe* chromatin challenge the classical view of interphase chromatin structures. In particular, we found that the silent chromatin was highly decondensed; nevertheless, its transcription was repressed in that region. The facts that the silent chromatin in *S. pombe* exhibits high MNaseI sensitivity^13^,^14^ and early replication in the S phase^15^,^16^ also support our cytological observations. Therefore, we conclude that the silent chromatin is indeed decondensed in *S. pombe*. In contrast, foreign genes inserted into the highly condensed knob region were not silenced. These results suggest that chromatin condensation alone does not repress gene expression.

We demonstrated that in *S. pombe*, the unusual condensed chromatin knobs formed at the regions adjacent to, rather than directly on, the silent subtelomeric regions. The knob regions are known to function as ‘neocentromeres' when an authentic centromere is artificially removed^33^. Interestingly, the classical ‘knobs' identified in maize also function as neocentromeres^34^. In *S. pombe*, the central regions of the centromere and the knob regions share an uncommon characteristic, namely they have very low levels of methylated histones^21^ and have neighbouring silent H3K9me2/3 regions^33^. Despite these resemblances, in interphase, knobs were highly condensed but centromeres were highly decondensed. Examination of additional ChIP-seq data may reveal as-yet-unknown factors that characterize knobs.

We further demonstrated that epigenetic marks, namely methylation and acetylation at H3K36, play a crucial role in chromatin structure and gene repression at knob regions in *S. pombe*. Set2 is the sole methyltransferase for H3K36 in *S. pombe*, but no obvious phenotype is observed in vegetative growth, except for slow growth in synthetic media^29^. The *set2*Δ and H3K36R strains show a similar phenotype and gene expression—derepression of gene expression in *set2*Δ or H3K36R was mostly limited to the ends of chromosomes 1 and 2, and no other regions of the genome were greatly altered. 

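Across 5015 genes the log2 ratios of *set2*Δ and H3K36R had a Pearson correlation of 0.659 and a Spearman correlation of 0.550. These strains have different controls, and simulated unchanged strains gave a mean Pearson correlation of 0.0013. H3K36R and H3K36A had a Pearson correlation of 0.881 and a Spearman correlation of 0.748 over 5380 genes, against simulated values of 0.499 and 0.467 that the shared control gives without any change. The correlations are across genes, which are not independent replicates. Simulated unchanged strains cannot carry a shift of weak signals common to the mutants, so they leave open how much such a shift adds. With only probes detected on all 10 arrays, the Pearson correlation was 0.508 for *set2*Δ and H3K36R and 0.807 for H3K36R and H3K36A. Of the 268 genes elevated more than 2-fold in *set2*Δ, 14 lay in the subtelomeres and 35 in the ST-chromatin of chromosomes 1 and 2, 23 were telomeric probes without a position and 187 lay in the rest of the chromosomes, outside the ends of chromosome 3, the pericentromeres and the mating-type locus. In H3K36R the corresponding numbers were 14, 55, 25 and 161 of 273. In those chromosome bodies 3.90% of 4796 genes were elevated more than 2-fold in *set2*Δ and 3.15% of 5108 genes in H3K36R, and the median log2 ratio was 0.0022 and -0.012. Of the 106 genes elevated in all 3 strains, 39 lay in the chromosome bodies. The difference between the 2 strains was tested with limma as the ratio of *set2*Δ to its control minus that of H3K36R to its control, and 1120 of 5419 genes differed, with 751 higher in *set2*Δ and 369 lower. This number depends on single arrays: it was 663 without HA1050-5B replicate 1 and 2199 without H3K36R replicate 2.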

Detailed inspection of gene expression in these strains revealed that the majority of upregulated genes were non-coding RNA, pseudogenes and genes without known GO. These data are concordant with the conserved function of methylated H3K36, repression of cryptic promoters and inhibition of transcription elongation^30^,^31^,^35^. Thus, a major role of H3K36 methylation is regulation of the structure and function of ST-chromatin and the subtelomeric silent chromatin in *S. pombe*. 

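In *set2*Δ, 133 of the 268 elevated genes were non-coding RNA genes (49.6%), 5 were pseudogenes (1.87%) and 130 were protein-coding (48.5%). H3K36R had 138 non-coding RNA genes (50.5%), 7 pseudogenes (2.56%) and 128 protein-coding genes (46.9%). Non-coding RNA genes made up 7.74% of the genes tested in *set2*Δ and 11.3% of those tested in H3K36R. Fisher's exact test, two-sided, gave p = 1.1e-82 and 8.7e-63 for the higher shares of non-coding RNA genes. A gene undetected in the control enters these tested sets only when the mutant detects it. The filter can therefore build in part of these higher shares. In the chromosome bodies, 26 of the 39 genes elevated in all 3 strains were non-coding RNA genes and 13 were protein-coding. Gene ontology terms were not analysed here. Together with its data on knobs and the conserved function of methylated H3K36, the paper concludes from gene expression that a major role of H3K36 methylation is to regulate how ST-chromatin and the subtelomeric silent chromatin are structured and function.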

Epigenetic marks at H3K36 may act as a boundary to separate subtelomeric chromatin from classical ‘euchromatin'.

## Methods

### *S. pombe* strains and growth conditions

The *S. pombe* stains used in this study are summarized in Supplementary Table 3. Cells were cultured using standard methods. For microscopy, cells were cultured in liquid minimum medium with supplements (EMM2 5S) at 26 °C with shaking to the early logarithmic phase. Phenotypes of temperature-sensitive mutants were observed after 3 h of culture at 36 °C in EMM2 5S, except the experiments shown in Fig. 6c, where cells were grown in YES medium. To arrest at the S phase, 15 mM HU was added and the cells were cultured for 24 h at 26 °C. For the serial dilution experiments, synthetic defined medium (0.67% Bacto yeast nitrogen base without amino acids and 2% glucose) was used with 225 mg l^−1^ histidine, leucine, lysine, with or without 225 mg l^−1^ uracil, and with or without 1 g l^−1^ 5-fluoroorotic acid (Wako, Osaka, Japan).

### Construction of transgenic *S. pombe* strains

Construction of transgenic *S. pombe* followed standard methods. To observe live cells with 3DSIM, we used special GFP fusion histone constructs (Supplementary Fig. 1a). For the GFP fusion of H2B, *hta1*, *htb1*, their native promoter (the whole region between *hta1* and *htb1*) and their 3′ region (636 bp downstream of *hta1* and 866 bp downstream of *htb1*) were cloned into a plasmid, and inserted next to the *lys1* locus. For the GFP fusion of H3, *hhf2*, *hht2*, their native promoter (the whole region between *hhf2* and *hht2*) and 3′ region (556 bp downstream of *hhf2* and 503 bp downstream of *hht2*) were inserted next to the *lys1* locus. When GFP was fused to the native H3 gene, the terminator from *adh1* was used for the fusion gene. A ten amino-acid linker peptide (NH_2_-AAGGGSGGGS) was used for all of the GFP fusion proteins with the exception of GFP-H3, which did not use a linker.

Chromosome loci were visualized by the insertion of *lacO* repeat arrays and expression of a LacI-GFP fusion under the control of the *dis1* gene promoter^36^,^37^,^38^. A two-step integration method was used to ensure high-efficiency integration of *lacO* arrays into a target position^39^. In brief, the first PCR step amplified ∼300 bps of DNA sequence downstream and upstream of the target *lacO* insertion position using genomic DNA as a template. Next, the second PCR step amplified a partial *ura4* gene and a kanamycin gene cassette in a plasmid pCT33-6 using the PCR product from the first step. The amplified partial *ura4*-containing DNA fragment was integrated at the target locus using the *kan*^*r*^ gene as a selection marker for G418. Subsequently, a plasmid pCT31 containing the *lacO* repeats was integrated into the locus using the *ura4* sequence as a target. Integration was confirmed by colony PCR and DNA sequencing.

### Sample preparation for imaging

Antibodies used in this study are listed in Supplementary Table 4.

Cells in the early logarithmic phase were pelleted by gentle centrifugation, and chemically fixed by resuspending in a buffer containing 4% formaldehyde (Polysciences Inc., Warrington, USA), 80 mM HEPES-K, 35 mM HEPES-Na, 2 mM EDTA, 0.5 mM EGTA, 0.5 mM spermidine, 0.2 mM spermine and 15 mM 2-mercaptethanol, pH 7.0. This fixation buffer was designed by combining two buffers, (i) ‘buffer A', known to maintain polytene chromosome structure in the fly^40^ and (ii) HEPES buffer that maintains RNAPII foci by counteracting the fall in pH, which occurs during the crosslinking process induced by aldehyde^41^. Cells were fixed for 10 min at room temperature, then washed with PEMS (100 mM PIPES, 1 mM EGTA, 1 mM MgSO_4_, 1.2 M sorbitol pH 6.9) three times. Each washing step used 2–5 min of rotation. We included 1.2 M sorbitol in all steps of sample preparation to maintain the constant osmotic pressure in live cells except the fixation step where 4% formaldehyde alone corresponds to 1.33 M. Then, the cell walls were digested with 0.6 mg ml^−1^ zymolyase 100T (Seikagaku Biobusiness, Tokyo, Japan) in PEMS at 36 °C for 5 min (for DAPI staining) or 30 min (for immunostaining). We used relatively short digestion times since cells and the nuclei of cells whose walls had been completely digested were easily flattened when they were mounted for imaging. Next, cells were treated with 0.1% Triton X-100 in PEMS for 5 min, and washed three times thereafter with PEMS. For DAPI staining, cells were incubated with 0.2 μg ml^−1^ DAPI for 10 min, and mounted with *n*PG-Glycerol (100% glycerol for absorptionmetric-analysis (Wako, Osaka, Japan) with 4% *n*-propyl gallate, pH 7.0). For immunostaining, cells were incubated with 1% bovine serum albumin, 0.1% NaN_3_, 100 mM L-lysine monohydrochloride in PEMS (PEMSBAL) for 30 min, and the solution was replaced with antibody in PEMSBAL and incubated for 1 h. Cells were washed with PEMSBAL three times and then the secondary antibody was added. Afterwards, the cells were washed, counterstained with DAPI and suspended in mounting medium (*n*PG-Glycerol, see above). A drop of 1.35 μl of cell suspension in *n*PG-Glycerol was put on a clean 18 × 18 mm coverslip (No. 1S, Matsunami, Osaka, Japan). The coverslip was then put on a glass slide letting the solution spread over the area of the coverslip. Owing to the small volume of the surrounding medium, cells were caught between the two glass surfaces and Brownian motion ceased. Then, the coverslip was sealed with rubber cement, and the cells imaged within 24 h.

### Image acquisition

We used a DeltaVision|OMX microscope version 3 (GE Healthcare, Buckinghamshire, UK) for 3DSIM imaging with a × 100 UPlanSApo NA1.40 oil immersion objective lens (Olympus, Tokyo, Japan). For image data that were subsequently used for quantitative measurements (overlap), we used the same immersion oil with a refractive index (RI) of 1.514 and used only blue and green channels, with the exception of some experiments summarized in Supplementary Figs 2 and 4b, where immersion oil with a RI of 1.518, and red and green (Supplementary Fig. 2a, H2B-GFP and H3-GFP) or blue (Supplementary Figs 2b–e and 4b) channels were used. For live 3DSIM, cells in EMM2 5S attached to glass-bottom dishes (MatTek Corporation, Ashland, USA) coated with soybean lectin (Sigma-Aldrich, St. Louis, USA), were imaged with immersion oils with a RI of 1.520–1.522 (Supplementary Fig. 1b–e). The temperature around the sample stage was ∼27±1 °C. For deconvolution microscopy, a DeltaVision Elite microscope (GE Healthcare) with a × 60 PlanApo NA 1.4 oil SC objective lens (Olympus) was used.

### Image processing and presentation

Reconstruction of 3DSIM was performed by softWoRx (GE Healthcare) with Wiener filter constants between 0.002 and 0.004. For live 3DSIM, we used Wiener filter constants of 0.012. We used our own optical transfer functions for each colour averaged over many optical transfer functions. For constrained iterative deconvolution^42^, Priism suite (http://msg.ucsf.edu/IVE/) was used with a Wiener filter enhancement of 0.9 and 15 iterations. Pictures for image presentation were prepared with Priism suite without changing gamma.

### Adaptive image registration

Since image registration of multicolour images was not accurate when performed by the software of the microscope supplier, we made our own registration software. The programme used correlation to find the best parameters for translation in *x*, *y* and *z* axes, as well as *z* axis rotation and magnification in *x*, *y* and *z* axes. Since the OMX microscope uses different EMCCD (and the optical components) for each channel, modifications in magnification for two axes were required to correct for the astigmatism of the focusing lens of each channel. Although we prepared the registration parameters using multicolour fluorescent beads (Invitrogen, Carlsbad, USA), values for *x*, *y* and *z* translation were adaptively corrected for the biological images every time we took images. This is because chromatic aberration in ideal bead samples was different from that of biological samples. Furthermore, even among slides of biological samples, the distances between the coverslip and the sample were always different, and the thickness of the coverslip at each location could be slightly different as well. For these reasons, we often observed different registration parameters for different *z* stacks, particularly in *z* translation. To correct for this sample-dependent chromatic aberration, we imaged DAPI signal in all required channels (Supplementary Fig. 9). Since the emission wavelength of DAPI extends over 600 nm, it is possible to reconstruct 3DSIM images using only DAPI signals excited with a 405-nm laser. The registration parameters were created with these DAPI images using the beads alignment as the initial guess. These DAPI images were taken after acquiring multicolour images to prevent bleaching of the samples. A detailed description of channel alignment will be published elsewhere.

### Algorithm for the co-localization analysis

Co-localization analysis was done on the individual nuclei in 3DSIM images. To segment nuclei, binary images were first made by thresholding.

For the thresholding, we used automatic iterative thresholding^43^, which adaptively finds the threshold values from the given image. We introduced a single parameter *d* for flexible thresholding.

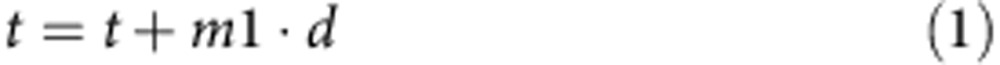

where *t* is the threshold calculated by automatic thresholding and *m*1 is the mean of pixels above threshold used in the calculation of *t*. Keeping the parameter *d* at similar values, we were able to obtain thresholds that were visually constant. The threshold was always visually inspected and modified when necessary.

Next, individual DAPI-stained nuclei were found using our programme using functions from the ‘ndimage' module of the Scipy package (http://www.scipy.org). Using DAPI as the reference, signals in other channels within a distance of 0.2 μm from the object in the blue channel were grouped as a single object (nucleus).

To measure the overlap of the fluorescence signals with DAPI, we used modification of *k* and *M* values proposed by Manders *et al*.^44^. The detailed description and validation will be published elsewhere. Here we briefly explain its theoretical background.

The first step of our method prepares cropped images with or without thresholding (see above) and then normalized. The image thresholding and normalization (if the original image is *G*, then the resulting image is called *G*_*t,*norm_) was done by the following formula:

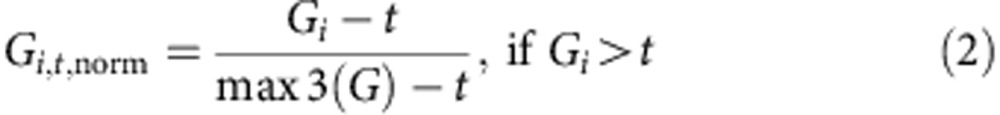

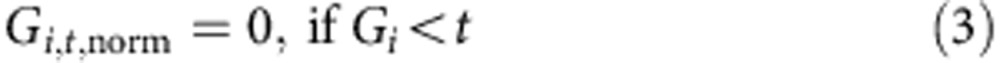

where *t* is the threshold and max3 is a function that averages the top three pixels in the intensity of the object. For normalization, usage of three pixels from the top buffers the possible noise in the image. Three pixels were enough for this purpose since the reconstruction process of 3DSIM already removed high-frequency noise (for example, salt-and-pepper noise). For a technical reason, the images were padded to 250 times by pixel volume with zero values to precisely calculate the ratio of variance. The overlap (*n*) of the immunofluorescence signal (*G*) with the DAPI signal (*B*) was then calculated as follows:

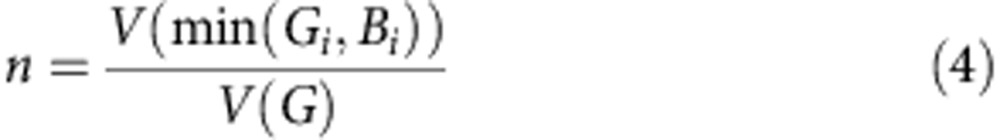

where *V* is a function to obtain the variance of the whole image.

### Counting knobs

Conspicuously condensed, DAPI-stained bodies were counted as knobs by visually inspecting each optical section of 3DSIM images.

### Processing of ChIP and microarray data

The processed data were downloaded from the ArrayExpress (https://www.ebi.ac.uk/arrayexpress/) or NCBI GEO (www.ncbi.nlm.nih.gov/geo/) databases. We constructed simple programmes to convert the processed data into the sgr or bedGraph formats. Data are presented using the Integrated Genome Browser^45^. The GO assignments were downloaded from PomBase (http://www.pombase.org) and the GO terms were downloaded from the Gene Ontology Consortium (http://geneontology.org). The *χ*^2^-test was used for analysis, with an expectation of a random distribution using whole-genome data or the set of all probes used for the microarrays.

### Processing of Hi-C data

Distance-normalized physical proximity data for Hi-C were downloaded from the website at http://www.wistar.org/research_facilities/noma/pubdata.htm. The data were given the filename ‘original,' but the content was ‘distance-normalized,' according to the paper^24^. We wrote a simple programme to convert the data into images using ‘section 1' as the *y* coordinates and ‘section 2' as the *x* coordinates.

### RNA preparation for DNA microarray

Cells were grown in YES liquid medium at 30 °C and collected with filtration when they reached a density of 5 × 10^6^ cells ml^−1^. The cell pellet was frozen with liquid nitrogen, and resuspended in 500 μl of ice-cold TES (10 mM Tris pH7.5, 10 mM EDTA pH8, 0.5% SDS). Then, 500 μl of acidic phenol–chloroform was added to the cell suspension and mixed immediately. The sample was incubated at 65 °C for 1 h, and then placed on ice for 1 min. The sample was centrifuged for 15 min at 15,100*g* at 4 °C. The water phase of the sample was recovered, and extracted with acidic phenol–chloroform and then washed with chloroform using phase-lock tubes (MaXtractTM HighDensity 2 ml Qiagen, Valencia, USA). Finally, total RNA from 500 μl of the water phase was precipitated with ethanol.

### DNA microarray experiments

Cyanine-3 (Cy3)-labelled cRNA was prepared from 200 ng of total RNA using the LowInput QuickAmp Labeling Kit one-colour including Cy3-CTP (Agilent Technologies, Santa Clara, USA) according to the manufacturer's instructions, followed by purification using RNeasy mini column (Qiagen). The Gene Expression Hybridization Kit (Agilent Technologies) was used for hybridization according to the manufacturer's instructions except that 37.5 ng of Cy3-labelled cRNA was used for each hybridization. After hybridization, microarray slides were washed for 1 min at room temperature with GE Wash Buffer 1 (Agilent Technologies) and for 1 min at 37 °C with GE Wash buffer 2 (Agilent Technologies), then dried immediately. The microarray slides were then immediately scanned with the Agilent DNA Microarray Scanner (G2505C) with the following parameters—one-colour scan setting for 8 × 60 k array slides, scan area 61 × 21.6 mm, scan resolution 3 μm, dye channel set to Green and green PMT set to 100%. The scanned images were analysed with Feature Extraction Software (ver. 10.7.3.1, Agilent Technologies) using default parameters (protocol GE1-107_Sep09 and Grid: 038274_D_F_20120123) to obtain background subtracted and spatially detrended intensities. 

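The scanner output of each of the 10 arrays held 62976 spots, of which 61657 belonged to *S. pombe* probes, with between 6 and 10 spots for each probe. Besides control probes, 104 of the 6711 *S. pombe* probes were mismatch probes used to correct cross-hybridization and were left out, which leaves 6607 gene probes and no gene with more than 1 probe. Of these, 6424 were matched by locus tag to the reference annotation (assembly ASM294v3), which classes 5066 gene probes as protein-coding, 1513 as non-coding RNA and 28 as pseudogene where the names in the array's annotation are included. The annotation of the array places 6522 probes, and 6368 of the 6369 that both sources place overlap the same gene. A further 55 probes were placed by the reference, and 30 have no position, of which 29 are telomeric probes.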

The 6,767 probes (including 6,711 *S. pombe* sequences and 56 control probes) were spotted multiply to fill 62,976 spots on each array. A median of ‘gProcessedsignals' of the spots for each probe was used to represent the intensity value of the probe. 

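The median over the *S. pombe* probes before scaling was 112 and 116 on the arrays of 968, 125 and 130 for *set2*Δ, 197 and 166 for HA1050-5B, 248 and 198 for H3K36R, and 200.0 and 192 for H3K36A. Between 1572 and 2160 spots per array were marked as population outliers by the scanner software, and the median over a probe's spots limits their weight. The medians recomputed here were set against the authors' normalized table, and for 6595 probes (98.6% of those with a value) the values were equal up to 1 constant per array, within a tolerance of 0.001.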

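The 75th percentile before scaling lay between 342 (968, replicate 1) and 605 (H3K36R, replicate 1), so that the factors applied to reach 2500 lay between 4.13 and 7.30. After scaling, the 25th percentile was 114 and 113 in 968, 162 and 182 in *set2*Δ, 205 and 211 in HA1050-5B, 269 and 266 in H3K36R, and 263 and 256 in H3K36A. Scaling to a high percentile therefore leaves the weakly expressed part of the distribution different between a mutant and its control.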

The median was normalized by the 75 percentile method (the value at 75% was set to 2,500). 

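By this criterion between 72.5% and 82.6% of the gene probes were above the detection limit on an array. The lowest normalized signal of a probe above the limit was between 102 and 138 on the 10 arrays. A probe below the limit in the control and above it in the mutant still enters the comparison, so its ratio depends on a control signal that cannot be told from background.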

The probe signal is considered to be more than the detection limit when the average of ‘gIsWellAboveBG' of the spots for each probe is higher than 0.55. The measured values for these spots were assigned to the 6657 *S. pombe* genes.The intensity values of probes for a duplicated gene were divided by the copy number of the gene. Similarly, the values of probes that were cross-hybridized with paralogues were corrected using our custom correction probes. 

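In the authors' table, 42 probes were divided by a whole number on all arrays, which gives 6656 genes when each copy is counted. The 29 telomeric probes without a position, of which some are divided in this way, stand for 63 gene copies. The division is the same on every array and does not change a ratio between strains.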

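A further 49 probes differ from the scaled medians by another correction, and 25 gene probes have no value in the authors' table. The values used here carry neither correction. With the authors' values in their place, 58 protein-coding genes, 42 non-coding RNA genes and 5 pseudogenes were elevated in all 3 strains.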

The list of correction probes and the detailed correction procedure with examples were given in the supplementary text files for the platform information deposited in GEO (GPL18374). In brief, sequences of probes for two paralogous genes were designed at exactly the same position in their coding sequences. In addition, correction probes were designed at the same positions each with a mismatch using either of two other bases. Assuming all mismatches weaken the hybridization efficiency to the same extent, then the intensity values of the target probes free from cross-hybridization can be found by solving linear equations using intensity values of paralogous and correction probes. 

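The probes of *hht1* (SPAC1834.04) and *hht3* (SPBC1105.11c), which encode histone H3, were well above background in 968, with signals of 18414 ± 390 and 11477 ± 212 (SD, n = 2). In HA1050-5B, H3K36R and H3K36A neither probe was well above background, and the signals of *hht3* were 23.6, 26.7 and 23.0. The *hht2* probe (SPBC8D2.04) gave 24414 ± 683 in HA1050-5B, 19841 ± 571 in H3K36R and 22919 ± 384 in H3K36A. The probes of the histone H4 genes *hhf1* (SPAC1834.03c) and *hhf3* (SPBC1105.12) kept signals of 20332 ± 695 and 23453 ± 410 in HA1050-5B, against 45374 ± 107 and 46371 ± 370 in 968. Their log2 ratios in H3K36R, -0.38 for both from the scanner output, were 0.22 for both in the authors' values.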

For strains deleted for the *hhf1*^*+*^ and *hhf3*^*+*^ genes, however, we assigned surrogate values to *hhf1* and *hhf3* because the signals are obviously produced by cross-hybridization with mRNA of *hhf2*. 

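On the log2 scale this step is the mean of 2 arrays per strain, and the ratio is the difference of 2 such means. The median SD between the replicates of a gene was 0.033 in 968 and 0.039 in HA1050-5B, on the log2 scale. Every ratio compares strains on the same slide, whereas HA1050-5B and 968 were on different slides, so for most genes a difference between the 2 control strains and a difference between the slides cannot be told apart.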

The data from two biological replicates were combined by taking a geometric mean, and then divided by the values from control stains. As control stains, 968 was used for *set2*Δ (YAM073), and HA1050-5B was used for H3K36R (YAM233) and H3K36A (YAM232).

## Additional information

**Accession codes**: The sequences of probes and original data from the microarray experiments were deposited into the Gene Expression Omnibus database at National Center for Biotechnology Information under the accession code GSE63826.

**How to cite this article:** Matsuda, A. *et al*. Highly condensed chromatins are formed adjacent to subtelomeric and decondensed silent chromatin in fission yeast. *Nat. Commun*. 6:7753 doi: 10.1038/ncomms8753 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9, Supplementary Tables 1-4 and Supplementary References

## Figures and Tables

**Figure 1:**
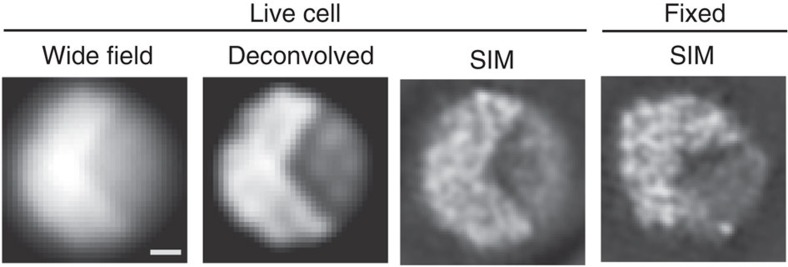
Appearance of chromatin in the interphase nucleus of *S. pombe*. Chromatin structure in the interphase nucleus of *S. pombe* expressing H2B-GFP observed using 3DSIM. Single optical sections are shown. Raw (wide field), deconvolution and 3DSIM images of a single nucleus of a live cell are shown, together with a single 3DSIM image of another fixed cell. The contrast of the images is adjusted to show the background with a very low noise level. Fixed cells showed chromatin structures similar to the live cells. Scale bar, 500 nm.

**Figure 2:**
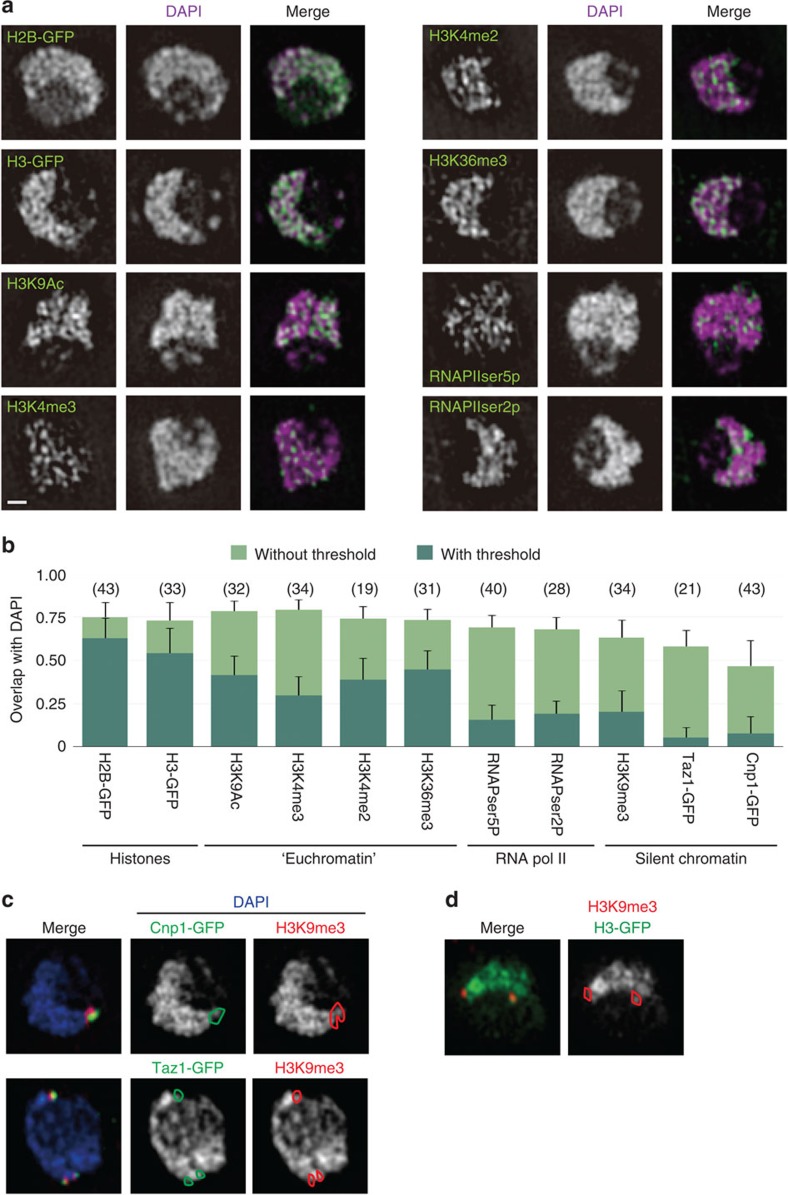
DNA concentration in the interphase nucleus of *S. pombe*. (**a**) Single optical sections obtained with 3DSIM of fixed, immunostained nuclei using antibodies recognizing the indicated epitopes (green) and counterstained with DAPI (magenta). ‘RNAPIIser5p' and ‘RNAPIIser2p' denote RNAPII phosphorylated at serine 5 and 2 of the C-terminal domain, respectively. Scale bar, 500 nm. (**b**) Quantitative representation of the overlap of each chromatin marker with DAPI staining. Bar shows s.d. of nuclei. The value 1.0 indicates perfect overlap of the immunofluorescence with the DAPI fluorescence. Numbers in parenthesis indicate the number of nuclei examined. (**c**) The merged images (left panels) show centromeric (Cnp1-GFP) and telomeric (Taz1-GFP) regions in green and silent loci marked by trimethylation at lysine 9 of histone H3 (H3K9me3) in red, superimposed on DAPI images in blue. The right two columns show the corresponding DAPI images (white) marked with regions of Cnp1-GFP or Taz1-GFP (the green contour) and H3K9me3 regions (the red contour). (**d**) The merged image (left panel) shows H3K9me3 (red) superimposed on the image of histone H3-GFP (green); the right panel shows the corresponding histone H3-GFP image (white) marked with the H3K9me3 region (the red contour).

**Figure 3:**
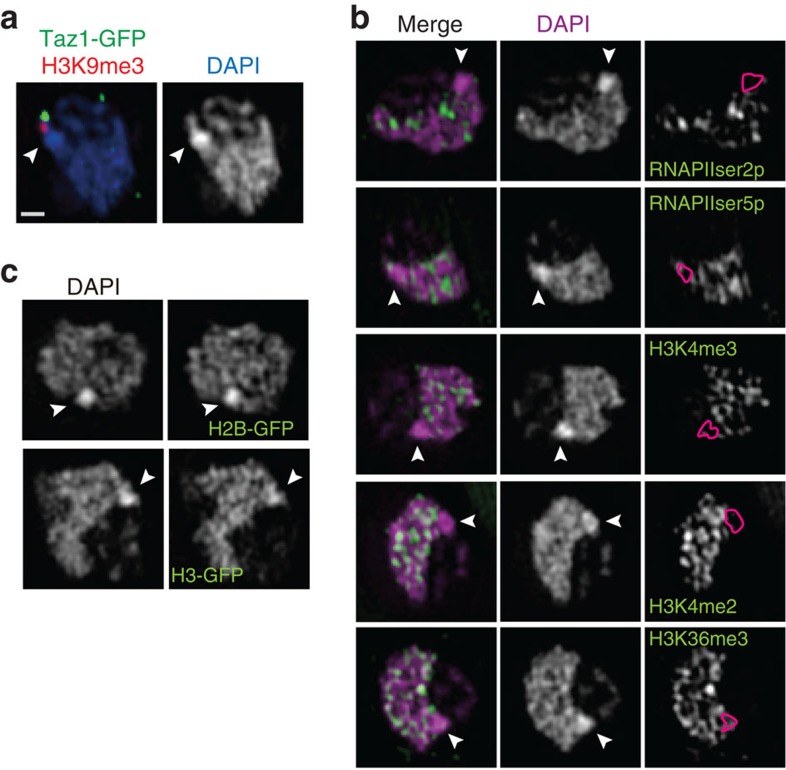
Highly condensed chromatin body devoid of known chromatin markers. Single optical sections with 3DSIM of immunostained nuclei using antibodies recognizing the indicated epitopes. The arrowheads point to the most condensed chromatin body. The bar in (**a**) indicates 500 nm for all panels. (**a**) A region or two of very high DNA concentration (‘knob') stained with DAPI (white in the right panel). In the merged image (left), telomere (Taz1-GFP; green) and silent H3K9me3 foci (red) are superimposed on the DAPI image (blue). (**b**) RNA polymerases or histone modifications are shown in green superimposed on DAPI staining (magenta in the left panels or white in the middle panels). In the right panels, knob regions are indicated by the red contours superimposed on the RNA polymerase or histone modification images as indicated. Markers of euchromatin are absent in knob regions. (**c**) Core histones C-terminally fused with GFP are present in knobs at about the same intensity as DNA stained with DAPI.

**Figure 4:**
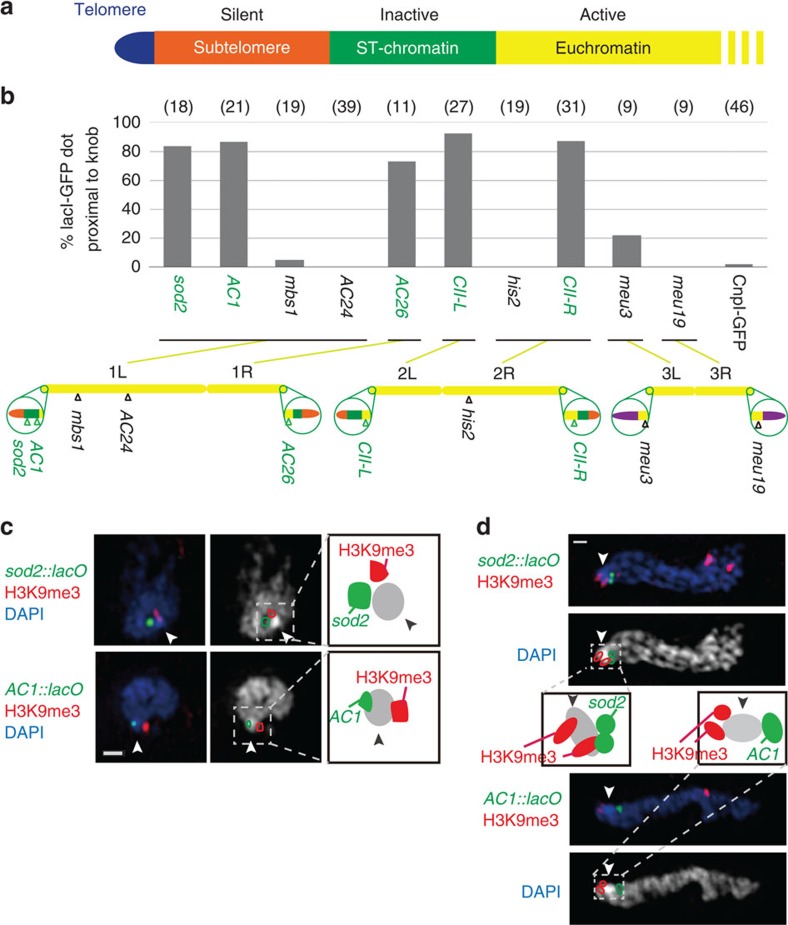
Knobs are formed at ∼50 kb regions adjacent to the subtelomeric silent chromatin of chromosomes 1 and 2. (**a**) A map describing the regions found adjacent to the telomeres of chromosomes 1 or 2. The silent subtelomere and ST-chromatin are ∼50 kb each. (**b**) Percentage of knob-containing nuclei in which the indicated *lacO* loci are proximal (<0.2 μm) to the knobs. Numbers in parenthesis indicate the number of nuclei examined. In the chromosome map, green regions are ‘ST-chromatin', orange regions are subtelomeric silent regions and purple regions are rDNA. (**c**) Two loci (*sod2* and *AC1*) marked with a *lacO* array are found close to knobs, visualized with LacI-GFP (green). DAPI images are shown in blue in the merged image (left). The right panels show the DAPI images (white) superimposed with *lacO*/lacI-GFP and H3K9me3 regions (green and red contours, respectively) relative to the knob region (arrowhead). The positional relationships between the *lacO*/lacI-GFP, H3K9me3 and knob are drawn on the right. Scale bar, 500 nm. (**d**) Knobs in meiotic prophase nuclei. Telomeres are located on the left edge of the nucleus. Labels and drawings are the same as in **c**. Scale bar, 500 nm.

**Figure 5:**
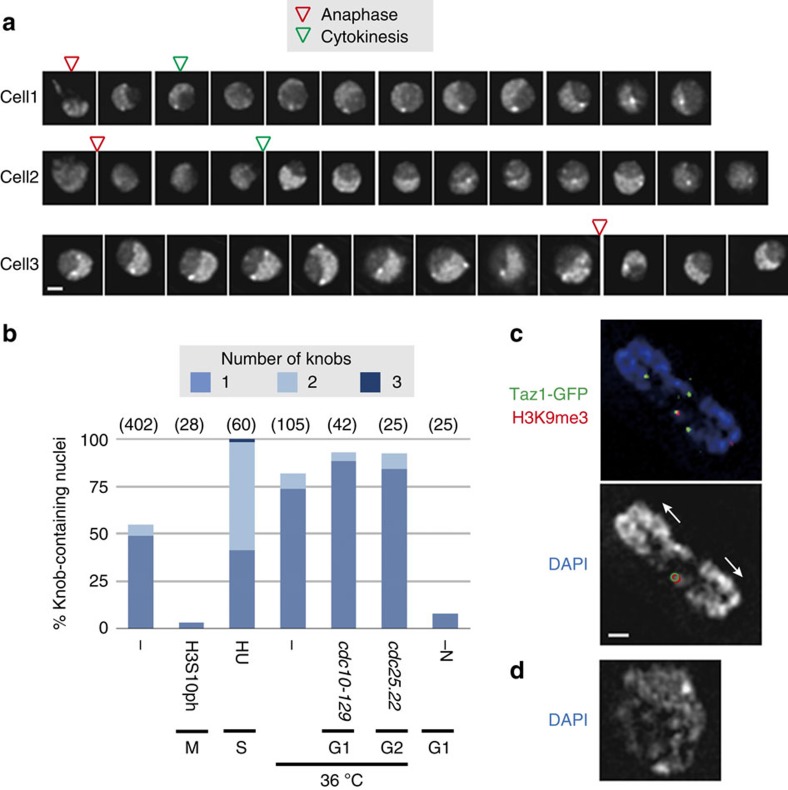
Knob condensation is dynamically regulated in the cell cycle. (**a**) Live imaging of three independent cells expressing H2B-GFP. Pictures were taken every 7.5 min but here images are shown in 15-min steps. Deconvolved optical sections with the brightest dots at each time frame are shown. Scale bar, 1 μm. (**b**) Frequency of knob-containing nuclei. The number of knobs in a nucleus is indicated by different colours. Standard growth conditions (wild type in EMM2 5S at 26 °C) are indicated as ‘−' and any differences from these conditions are indicated. ‘H3S10ph' means standard cells positively stained with anti-H3S10ph antibody, which is specific for the M phase. Cell cycle was arrested with hydroxyurea (‘HU'), temperature-sensitive mutations or nitrogen starvation (‘-N') at S, G1 or G2. Numbers in parenthesis indicate the number of nuclei examined. (**c**) An optical section of a typical anaphase nucleus (DAPI staining; blue) without a knob near the subtelomeric markers (Taz1-GFP in green and H3K9me3 in red). The lower panel shows DAPI staining in white marked with Taz1-GFP (green contours) and H3K9me3 foci (red contours) coexisting at a single chromosome end. The chromosomes are pulled in the direction of the arrows. The bar indicates 500 nm for **c**,**d**. (**d**) An optical section of a typical DAPI-stained nucleus containing two knobs, commonly found in HU-treated cells.

**Figure 6:**
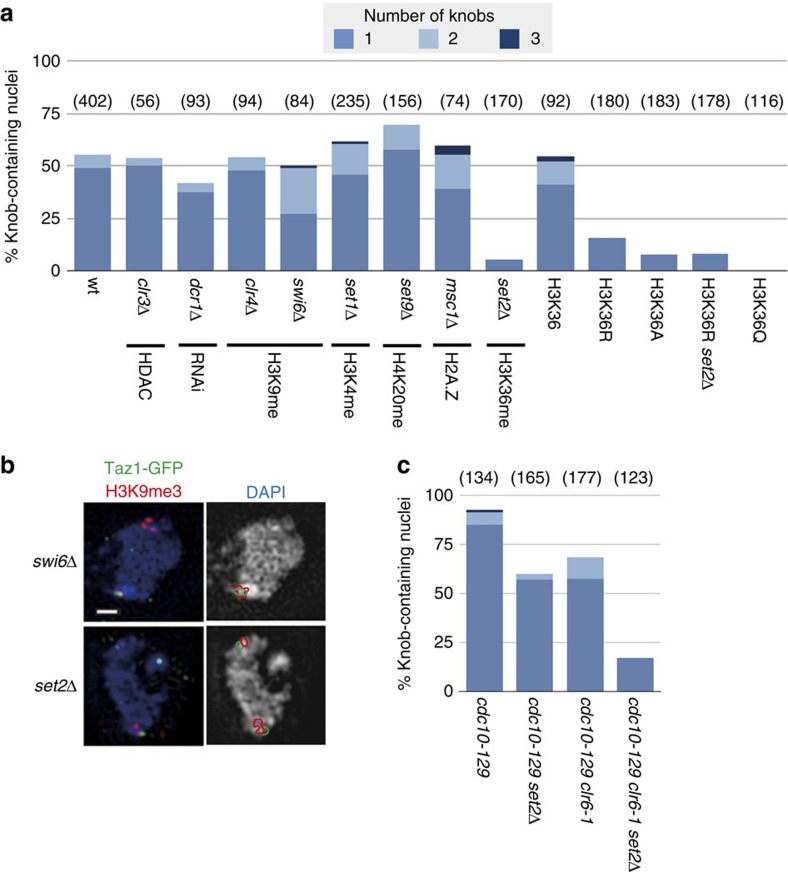
Knob condensation is independent of gene silencing. (**a**) Frequency of knob-containing nuclei in various mutants grown under standard conditions. The affected pathways are indicated below the genotypes. (**b**) Knobs in *swi6*Δ and *set2*Δ mutant cells. Taz1-GFP (green) and H3K9me3 (red) images are merged with the DAPI images (blue) in the left panels. The right panels show the DAPI images (white) superimposed with Taz1-GFP and H3K9me3 regions (green and red contours, respectively). A knob is clearly visible in *swi6*Δ but not in *set2*Δ. Scale bar, 500 nm. (**c**) Frequency of knob-containing nuclei in various mutants grown in YES at 36 °C. The temperature-sensitive allele of *cdc10* was used to arrest the cell cycle at G1. Numbers in parenthesis in **a** and **c** indicate the number of nuclei examined.

**Figure 7:**
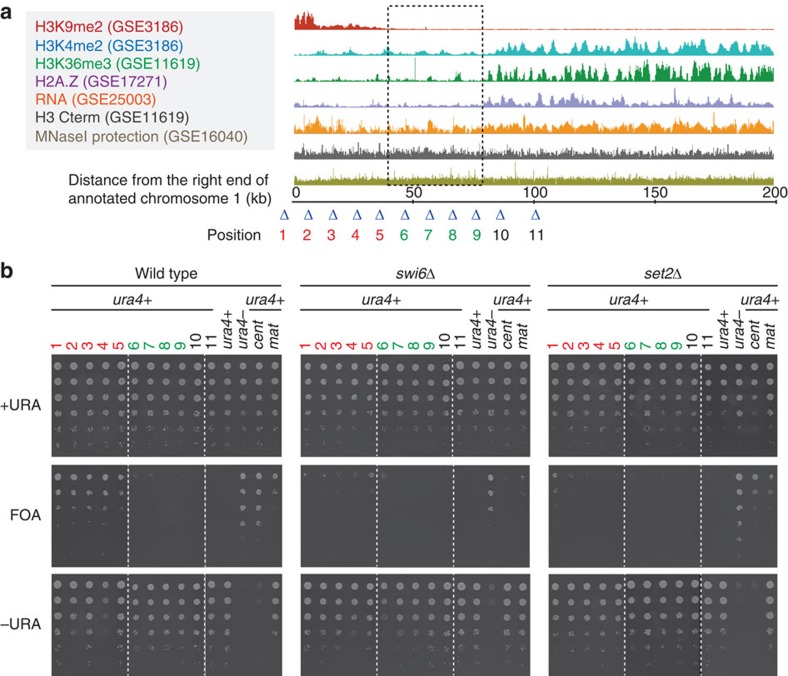
Foreign genes inserted into the knob region are not silenced. (**a**) A compiled summary of publicly available ChIP, RNA level or MNaseI protection data for the 200-kb region extending from the end of annotation of the right arm of chromosome 1. The colour code for the ChIP, RNA level and MNaseI data is shown on the left with their corresponding accession numbers. The ST-chromatin is indicated with a dotted box. Triangles indicate *ura4*+ gene insertion sites in the subtelomere (1-5, red), ST-chromatin (6-9, green) and euchromatin (10-11, black) regions. (**b**) Fivefold serial dilution of the indicated strains grown on the indicated plates. Strains labelled with ‘*cent*' have *ura4*^+^ inserted at the dg repeat of the pericentromere while ‘*mat*' has *ura4*^+^ inserted at the silent mating-type locus.

**Figure 8:**
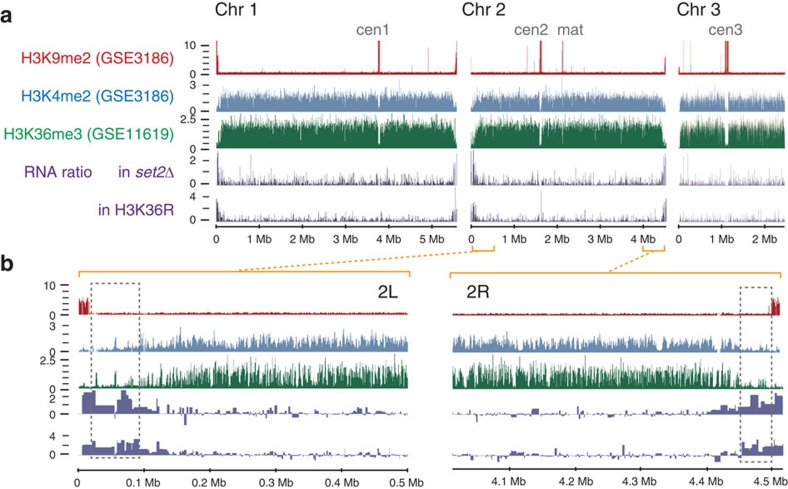
Genes in subtelomere and ST-chromatin regions are derepressed in the absence of H3K36 methylation. The log2 ratio of RNA levels in *set2*Δ or H3K36R cells to their control strains are plotted along with histone modification levels (accession numbers are given in parentheses). (**a**) All chromosomes are shown. The labels ‘cen1', ‘cen2', ‘cen3' and ‘mat' indicate the positions of the centromeres of chromosomes 1, 2 and 3 and the silent mating-type locus, respectively. The 500-kb regions extending from each end of chromosome 2 are magnified and presented in **b**. The dotted boxes show the position of the ST-chromatin.

How the deposited data were processed for this re-analysis (not part of the article)

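RNA levels were measured with single-colour Agilent expression arrays in 5 strains of *S. pombe*, with 2 biological replicates each and 1 array per replicate. The wild-type strain 968 and *set2*Δ were on slide 1, and the wild-type strain HA1050-5B, H3K36R and H3K36A on slide 2. The other measurements of the paper (microscopy, chromatin immunoprecipitation, reporter assays) were not analysed here. Conditions were taken from the sample labels, and the signals of *set2* and of the histone H3 genes were then checked against them.

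The authors deposited, for each array, the scanner output of Feature Extraction 10.7.3.1, in which the processed intensity of each spot is background-subtracted and detrended, with a call of whether the spot is well above background. The authors also deposited a table of normalized signals per probe, which carries their division by copy number and their correction for paralogues. These signals are on a linear scale, before log2 and before division by the control.

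From the scanner output, the median intensity over the spots of each probe was taken, the array was scaled so that the 75th percentile over *S. pombe* probes was 2500, and log2 was taken. A probe counted as detected on an array when the mean of the calls over its spots was above 0.55. The paper states these steps. A gene entered a comparison when it was detected on both arrays of at least 1 strain compared, and the filter on pairs of strains is a choice made here. Mismatch and control probes were left out. Positions are those of the annotation of the array, in the build it names. The reference annotation served for names, classes, chromosome ends and the placing of probes without a position.

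The ratio of a mutant to its control is the difference of the means of log2 over 2 arrays each, and a gene was called changed when it exceeded 2-fold, as in the paper. A linear model was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per strain over all 10 arrays and 5 residual degrees of freedom, to which the prior added 2.951. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes were called at an adjusted p under 0.05 and a change over 2-fold. Regions were tested against all other genes with camera at an inter-gene correlation of 0.01, adjusted over regions and strains. Regions were 0 to 50 kb (subtelomere) and 50 to 100 kb (ST-chromatin) from a chromosome end, and within 20 kb of a centromere or of the silent mating-type locus; the chromosome body is the rest. Centromeres were placed at the gap in protein-coding genes nearest their position in Fig. 8a, which was read by eye. Classes were compared by a chi-square test and by Fisher's exact test, two-sided. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the figure with matplotlib 3.10.9.

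The genes named were set by a rule: genes the paper names in connection with silencing or epigenetic marks; per mutant, the 5 largest increases and the 5 largest decreases that limma called, with both arrays beyond both control arrays and detection in both strains; the 10 genes with the largest smallest ratio among those elevated in all 3 mutants and detected in all 5 strains; and the genes of the silent mating-type locus and of the centromeres. Genes outside the rule are said to be so where they are named. The text describes only some of the genes that the rule selects, and 1 result is not reported.

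The alternatives were the mean of log2 over spots, the 75th percentile over probes detected on all arrays, quantile normalization, normexp background correction (offset 50), no filter on detection, only probes detected on all 10 arrays, undetected signals raised to the lowest detected signal, the authors' table, leaving out each array in turn, thresholds of 1.5-fold and 3-fold, an intensity trend, the replicate number as a block, the arrays of 1 slide only, other region sizes, fry, camera with an estimated correlation and 10000 circular shifts of the gene order. These and the tests of the comparisons above were set before the data were examined. Added after the data were seen were the counting of gene copies, classes from the annotation of the array, telomeric probes added to the subtelomere, and outlier spots left out, as well as some tests of explanations and tallies that the closing section names.

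The calling was tested on simulated data with known changes in 200 genes. Weak genes of a control are often below the detection limit, which limits their ratios, whereas no spot was saturated. With 2 arrays per strain no outlying array can be identified. Gene ontology terms were not analysed here because the reference annotation holds none.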

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

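The tests of *hht1* and *hht3* between the control strains, of 1-copy telomeric probes, and of antisense against intergenic RNA within the weakest genes and over the scalings were chosen only after the results were seen; the other tests were set before theirs.

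The effect of *set2*Δ against its control and that of H3K36R against its control differed at 1120 genes by a test of the difference itself (limma, BH-adjusted p under 0.05), and in the ST-chromatin of chromosomes 1 and 2 the median difference of log2 ratios was -0.23 over 76 genes (camera adjusted p = 1.6e-05; fry 0.012; 0.32 with an estimated correlation). At the silent mating-type locus the median difference was -0.18 over 23 genes (adjusted p = 0.023; fry 0.060; 0.32 with an estimated correlation). The 2 mutants have different control strains on different slides. Among the 5251 genes also tested between the controls, 1056 differed between the mutants, and of these 30.1% were also genes at which the control strains differed more than 2-fold, against 6.96% of the other genes. Since the 2 measures share 4 arrays, this excess is in part built in, and a difference of the mutants cannot be told apart from one of the controls or slides. The count of 1120 also depends on single arrays: it was 663 without HA1050-5B replicate 1 and 2199 without H3K36R replicate 2.

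H3K36R and H3K36A differed at 959 genes (limma, BH-adjusted p under 0.05), and in the pericentromere the median difference was 0.094 over 79 genes (camera adjusted p = 0.016; fry 0.0074; 0.41 with an estimated correlation). These strains share a slide and a control, so a different slide or control does not explain the difference. The count depends on single arrays: it was 127 without replicate 2 of H3K36A and 2557 without replicate 2 of H3K36R. The substituted residue, which the design names, stays among the open explanations as untested.

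The control strains are not compared in the paper. Limma called 572 genes higher and 38 lower in HA1050-5B than in 968 at more than 2-fold, and the Tf2 probe was 51.99-fold higher (log2 5.70, standard error 0.073, adjusted p = 1.6e-09, both arrays above both). Tf2 was higher under each of 5 other scalings, by between 5.61 and 5.76 on the log2 scale. The E1A spike-in probes, added to every array, differed by at most 0.35 on the log2 scale between the control strains, far less than Tf2. The spike-ins cannot test a scanner effect that acts on all probes alike, since the scaling of each array removes such an effect beforehand. The probes of *hht1* and *hht3*, detected on 2 of 2 arrays of 968 and on 0 of 6 of slide 2, were at least 172-fold and 107-fold lower in HA1050-5B. At these genes a slide or scan effect is argued against, since *hht2* on the same arrays was higher by 0.45 on the log2 scale. The paper built the H3 mutants with a single histone H3 gene, and it describes strains deleted for *hhf1* and *hhf3*. HA1050-5B, though labelled wild type, lacked signal of *hht1* and *hht3* above background just as both H3 mutants did. At these genes a difference of strain is the explanation left, although the genotype of HA1050-5B was not analysed here. Tf2 also differed between strains within slide 2, with a log2 ratio of -3.53 in H3K36A against HA1050-5B. HA1050-5B also lay above 968 in the subtelomere of chromosomes 1 and 2, by a median of 2.55 over 5 genes (camera adjusted p = 0.033). The median was 1.89 over 10 telomeric probes (0.014) and 0.44 over 27 genes of the subtelomere of chromosome 3 (0.033). With an estimated correlation these adjusted p-values were 0.42, 0.30 and 0.30. Camera called no other region, with 0.30 over 50 genes in the ST-chromatin of chromosomes 1 and 2 (0.58). For Tf2, the other called genes and these regions, strain and slide cover the same arrays and cannot be told apart.

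The telomeric probes without a position are not discussed in the paper. Their median log2 ratio was 3.75 in *set2*Δ (23 of 23 elevated more than 2-fold), 3.03 in H3K36R (25 of 25) and 2.95 in H3K36A (25 of 26). Signal shared between the gene copies that the authors counted is argued against as the whole cause. The 6, 7 and 7 probes that they did not divide by a copy number, taken here as 1-copy probes, had medians of 4.57, 3.79 and 3.84. Such probes may still share signal with similar genes, which was not tested. The sizes depend on the treatment of weak signals: with normexp background correction the medians of all telomeric probes were 1.16, 1.67 and 1.43, and with undetected signals raised they were 2.37, 2.76 and 2.47. Derepression of genes beyond the positioned probes may extend to these probes, a hypothesis from the same data.

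Antisense RNA of the chromosome body is likewise outside what the paper discusses. Its median log2 ratio was 1.06 in *set2*Δ (206 genes), 0.61 in H3K36R (348) and 0.57 in H3K36A (362), against 0.040, 0.069 and 0.16 for intergenic RNA. The smallest difference was 0.40 with the scaling of the paper. Antisense RNA lay above intergenic RNA under each scaling run, but by less under normexp background correction, with medians of 0.28, 0.23 and 0.24 against 0.0068, -0.053 and 0.064. A rise of all weakly expressed genes alike is argued against, since among the weakest genes of the chromosome body (1169, 1227 and 1237 genes in the 3 mutants) antisense RNA lay above intergenic RNA by at least 0.45 with the scaling of the paper. Scaling or background subtraction that acts on weak signals alike is argued against as the cause of this difference, since it was at least 0.18 in each mutant under each scaling and background correction run. The size of the rise depends on the background correction, and properties of single probes were not tested.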

How the results depend on the processing

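The counting of gene copies, classes from the annotation of the array, the telomeric probes added to the subtelomere and the outlier spots left out were tests chosen only after the results were seen; the others were set before the data were examined.

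The medians of the subtelomere of chromosomes 1 and 2 stayed above 0 under each alternative, from 0.94 to 3.36 in *set2*Δ, 1.23 to 3.66 in H3K36R and 0.83 to 3.52 in H3K36A. With camera's correlation estimated, H3K36R (3.46) and H3K36A (3.34) were no longer called (adjusted p = 0.064 for both). The medians of the ST-chromatin of chromosomes 1 and 2 stayed above 0 and called under each alternative, from 0.69 to 2.23, 0.78 to 2.30 and 0.78 to 1.97. The 3 class shares kept their direction and call under each alternative. Uncalled results that stayed uncalled are not counted as reversed even where the sign changed, which was so in 14 cases for regions and 40 for named genes. Of the named genes' values under alternatives, 3161 were counted as unchanged, which includes the uncalled values whose sign changed. A further 48 gained the call, 85 lost it and 3 reversed.

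With only probes detected on all 10 arrays, fewer and brighter genes are tested. Elevated genes were 78, 65 and 60 in *set2*Δ, H3K36R and H3K36A and 23 in all 3, and repressed genes 10, 28 and 34; limma calls were 78, 65, 60 and 23 higher and 10, 25 and 34 lower, and 222 genes were higher in HA1050-5B than in 968. Pearson r was 0.807 for H3K36R and H3K36A, 0.386 for *set2*Δ and H3K36A and 0.508 for *set2*Δ and H3K36R, and Spearman rho of the last 2 pairs was 0.301 and 0.505. The chromosome body medians were -0.036 in H3K36R and -0.033 in H3K36A. The pericentromere medians, 0.043, 0.063 and -0.013, lost the call (adjusted p = 0.15, 0.23 and 0.67), and the last reversed.

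With no filter on detection, r was 0.555 for *set2*Δ and H3K36A and 0.601 for *set2*Δ and H3K36R, 3 genes were repressed in all 3 strains (limma 3), 27 in *set2*Δ (limma 26), the chromosome body medians were 0.027 in H3K36R and 0.0085 in H3K36A, and the pericentromere of H3K36A, 0.090, lost the call (adjusted p = 0.056); the cause was not tested.

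Normexp background correction gave 63, 109 and 91 elevated genes, 37 in all 3, 5, 21 and 26 repressed, 0 in all 3; limma called 63, 109, 91 and 37 higher and 5, 19, 26 and 0 lower, and 135 higher and 17 lower in HA1050-5B. The r of *set2*Δ was 0.483 with H3K36A and 0.573 with H3K36R. The chromosome body of H3K36R was at -0.031, and the pericentromere of *set2*Δ, 0.066, lost the call (adjusted p = 0.054). Its offset shrinks ratios of weak signals by construction.

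Quantile normalization gave r of 0.580 and rho of 0.307 for *set2*Δ and H3K36A, and 0.626 and 0.481 for *set2*Δ and H3K36R; 2 genes repressed in all 3 strains, 86 in H3K36R (limma 82) and 26 in *set2*Δ (limma 25); 178 limma calls higher in *set2*Δ; and 360 higher and 58 lower in HA1050-5B. Chromosome body medians were -0.040, -0.056 and -0.044. The *hht2* ratio of H3K36A reversed, from -0.091 to 0.17 (adjusted p = 0.038). In H3K36R 222 calls were higher and 82 lower (73.0% higher), against 273 and 47 (85.3%), and of the genes that differ between *set2*Δ and H3K36R, 656 were higher and 504 lower (56.6%), against 751 and 369 (67.1%); the cause was not tested.

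With undetected signals raised, r was 0.554 for *set2*Δ and H3K36A and 0.621 for *set2*Δ and H3K36R, and the mating-type locus was called at 0.10 in H3K36A (adjusted p = 0.038) and 0.21 in H3K36R (0.034). A threshold of 1.5-fold gave 474, 577 and 543 elevated genes (203 in all 3) and 58, 288 and 217 repressed (8 in all 3), and one of 3-fold 168, 142 and 135 (67) and 3, 23 and 17 (0). The 75th percentile over detected probes gave 0 genes repressed in all 3 strains (limma 0) and chromosome body medians of 0.037, 0.065 and 0.058. The mean of log2 over spots gave 0 (limma 0), with the mating-type locus called at 0.13 in H3K36A (adjusted p = 0.049) and 0.25 in H3K36R (0.043). The authors' values gave 0 (limma 0), the locus called at 0.10 and 0.26 (0.046 for both), and *hhf1* and *hhf3* in H3K36R reversed to 0.22, no longer called; the paper assigned surrogate values to these genes.

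With the arrays of 1 slide only, 456 genes differed between H3K36R and H3K36A, and the mating-type locus was called at 0.10 (adjusted p = 0.041) and 0.21 (0.032). Fry called the locus at 0.10 and 0.21, the ST-chromatin of chromosome 3 at 0.12, -0.11 and -0.056 and its subtelomere at 0.11, -0.0033 and 0.11; it makes no comparison with other genes. With the correlation estimated the pericentromere lost the call at 0.086, 0.17 and 0.20, and under circular shifts at 0.086 in *set2*Δ and 0.17 in H3K36R. Within 50 kb, the pericentromere lost it at 0.045 in *set2*Δ (adjusted p = 0.14) and 0.076 in H3K36A (0.070). Over the alternatives, adjusted p for the pericentromere ran up to 0.173, 0.232 and 0.668; the cause was not tested.

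Leaving out 1 array leaves a strain with a lone array, assumed to vary like the others. Pearson r ranged from 0.816 to 0.907 (H3K36R and H3K36A), 0.603 to 0.623 (*set2*Δ and H3K36A) and 0.618 to 0.667 (*set2*Δ and H3K36R), and Spearman rho from 0.639 to 0.816, 0.327 to 0.391 and 0.497 to 0.567. Genes repressed in all 3 strains were 0 to 1 (limma 0 to 1), with 0 without H3K36A replicate 1, *set2*Δ replicate 2 or 968 replicate 1, and for limma also without *set2*Δ replicate 1 or 968 replicate 2. Genes that differ between H3K36R and H3K36A ranged from 127 (without H3K36A replicate 2) to 2557 (without H3K36R replicate 2), with 232 without H3K36A replicate 1, 588 and 585 without 968 replicates 1 and 2, and 545 without either array of HA1050-5B. Between *set2*Δ and H3K36R they ranged from 663 (without HA1050-5B replicate 1) to 2199 (without H3K36R replicate 2), with 679 without HA1050-5B replicate 2 and 702 and 698 without 968 replicates 1 and 2. Limma called 41 to 84 lower in H3K36R, the highest without its replicate 2. Chromosome body medians ranged from -0.018 to 0.0017 in H3K36R and -0.0097 to 0.022 in *set2*Δ. The pericentromere of *set2*Δ ranged from 0.074 to 0.096 and lost the call without *set2*Δ replicate 1 (adjusted p = 0.0525) or 968 replicate 2 (0.0507). The mating-type locus ranged from 0.097 to 0.20 in H3K36A and 0.13 to 0.30 in H3K36R. It was called in both without either array of *set2*Δ or HA1050-5B replicate 2, in H3K36A also without H3K36A replicate 2 or H3K36R replicate 1, and in H3K36R also without either array of H3K36A or H3K36R replicate 1. The replicates of H3K36R differ more than those of the other strains, with a median SD of 0.12.

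The replicate numbers do not pair the arrays: same-numbered arrays deviated with correlations of 0.079, 0.041, -0.0054 and 0.14. With the replicate block, the mating-type locus was called at 0.10 in H3K36A (adjusted p = 0.046) and 0.21 in H3K36R (0.045), and limma called 268, 273 and 268 genes higher and 16, 49 and 55 lower; 1029 and 775 genes differed.

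The slide as a block moved nothing, since comparisons with a control are within a slide, and the mean over a gene's probes could not move anything, since no gene has more than 1 probe. The alternative for gene ontology was not run. Signal over background limits the ratios of weak genes: 168, 95 and 112 elevated genes had an undetected control.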

Differences from the paper's values

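The counting of gene copies was chosen only after the counts were seen; the other alternatives and tests named here were set before the data were examined.

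The paper gives 89 protein-coding genes elevated more than 2-fold in all 3 strains, against 59 here. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were the 75th percentile over detected probes (60), no filter on detection (78), a threshold of 1.5-fold (103), and leaving out *set2*Δ replicate 1 (65), HA1050-5B replicate 2 (60) or H3K36A replicate 2 (61). Not within it were the mean of log2 over spots (58), quantile normalization (51), normexp (26), probes detected on all 10 arrays (16), undetected signals raised (49), the authors' values (58), a threshold of 3-fold (44), limma calls (59) and leaving out any other array (57 to 59). With each gene copy counted, chosen after seeing the values, the count was 85.

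The paper gives 9 pseudogenes elevated in all 3 strains, against 5 here. Within 1.5 times the paper's value were the mean of log2 over spots (6), a threshold of 1.5-fold (7) and leaving out 968 replicate 1 (6). The other alternatives set before the data were examined gave between 2 and 5. With each gene copy counted, chosen after seeing the values, the count was 8.

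The paper states that no gene was repressed in all 3 strains. Here 1 gene, SPCC330.03c, which lies outside the rule for named genes and was singled out after its values were seen, was below the threshold in each, at -1.0002 in *set2*Δ. The count was 0 under normexp, a threshold of 3-fold, the 75th percentile over detected probes, the mean of log2 over spots and the authors' values, and on leaving out H3K36A replicate 1, *set2*Δ replicate 2 or 968 replicate 1. It was 2 under quantile normalization, 3 with no filter on detection and 8 at a threshold of 1.5-fold.

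The paper lists *cbf12* among the genes elevated in all 3 strains. Here it was called in *set2*Δ only, and not with undetected signals raised (log2 ratio 0.38, adjusted p = 0.074), since it was not well above background in either control. It was not detected on both arrays of H3K36R or of H3K36A. With no filter on detection it is listed above the threshold in all 3 strains (log2 ratios 2.08, 1.12 and 1.02), but against control signals that cannot be told from background.

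The paper states that derepression in *set2*Δ and H3K36R cells was mostly limited to the ends of chromosomes 1 and 2. Here 187 of 268 genes elevated in *set2*Δ (69.8%) and 161 of 273 in H3K36R (59.0%) lay in the chromosome body. The control was undetected for 168 of the 268 genes and 95 of the 273. Of 106 genes elevated in all 3 strains, 39 (36.8%) lay in the chromosome body. Of the others, 11 lay in the subtelomeres and 29 in the ST-chromatin of chromosomes 1 and 2, and 22 were telomeric probes. As a share of the genes of a region, 3.90% and 3.15% of the chromosome body were elevated, against 59.3% and 72.4% of the ST-chromatin.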

Other observations

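The tallies of centromeric RNA genes and of *ura4* were chosen only after their values were seen, the range of spike-in signals was set after the spike-in values were seen, and the rule by which the sharing of probe sequence was judged was tightened after the counts were seen; the other tests were set before theirs.

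Weakly expressed genes rose in the 3 mutants. In the chromosome body, the genes with the weakest mean signal had a median log2 ratio of 0.13 in *set2*Δ (1169 genes), 0.19 in H3K36R (1227) and 0.19 in H3K36A (1237), above the other genes by at least 0.16. Closeness to the chromosome ends as the whole cause is argued against by this difference. Scaling and background subtraction stay open for the rise of weak genes as a whole. The 6 of 10 spike-in probes in their signal range had a mean log2 ratio of 0.31 in *set2*Δ, -0.082 in H3K36R and -0.084 in H3K36A, 0.047 over the 3 mutants. Single probes went both ways in H3K36R, from -0.64 to 0.24, 5 of them lie below the lowest detected signal of any array, and the largest replicate SD per probe, from 0.235 to 0.865, is large against these ratios.

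Across protein-coding genes of the chromosome body, the log2 ratio rose with gene length, with Spearman correlations of 0.214 in *set2*Δ, 0.182 in H3K36R and 0.129 in H3K36A. With the mean signal taken into account they were 0.229, 0.211 and 0.150. Transcription starting within long genes is a candidate explanation that may apply together with the rise of antisense RNA, but the correlations are weak, and a dependence of the labelling on RNA length was not tested.

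Centromeric RNA genes include SPNCRNA.234 (chromosome 1, 3786105 to 3787136), at least 54.0-fold higher in H3K36R than in HA1050-5B, at least 16.2-fold in H3K36A, and at least 1.77-fold in *set2*Δ. The *ura4* signal was 6222 ± 208 (SD, n = 2) in HA1050-5B and 5615 ± 92.9 in H3K36A, but in H3K36R it was not well above background on either array, at least 50.3-fold lower. In 968 and *set2*Δ it was 7150 ± 181 and 6513 ± 36.7. The genotypes of the strains at this locus were not analysed here, and no biological explanation was tested.

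Among genes detected in both strains, the largest decreases in *set2*Δ were those of *fip1*, with a log2 ratio of -1.70, *frp1*, with -1.58, and *fio1*, with -1.45. In H3K36R *frp1* was at 1.11 and in H3K36A at 1.23. The *frp1* signal was 2548 in *set2*Δ, 2781 in H3K36R and 3013 in H3K36A. It was 7457 in the control of *set2*Δ and 1293 in that of H3K36R and H3K36A. The control of *set2*Δ was also the higher control for *fip1* (2143.5 against 666) and *fio1* (3771 against 1212). The opposite signs of *frp1* thus go with different control levels, and opposite effects of the mutations cannot be told apart from a difference of controls or slides.

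Tf2 and 4 non-coding RNA genes were lower in the H3 mutants than in HA1050-5B, Tf2 with log2 ratios of -2.56 in H3K36R and -3.53 in H3K36A, against 0.54 in *set2*Δ against 968. The same direction held for Tf2 under each of 5 other scalings. Both H3 mutants share this control, in which all 5 probes were far above 968: the Tf2 signal was 255340 in HA1050-5B, 43193 in H3K36R and 22093 in H3K36A, against 4907 in 968. The lower ratios may thus reflect a high level in the control as well as a low one in the mutants, and which of them is the exception was not tested. Of 10 pairs among the 5 probes, 1 shared 15 bases in a row and 0 pairs with Tf2 did, against 0 of 10000 random pairs. This leaves open whether probes that share sequence account for part of the pattern, since RNA that matches several probes in shorter stretches was not tested.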
